# Interferon-gamma signaling promotes cartilage regeneration after injury

**DOI:** 10.1038/s41598-024-58779-0

**Published:** 2024-04-05

**Authors:** Ju-Ryoung Kim, Bong-Ki Hong, Thi Hong Nhung Pham, Wan-Uk Kim, Hyun Ah Kim

**Keywords:** Cell biology, Molecular biology

## Abstract

Osteoarthritis is a common chronic disease and major cause of disability and chronic pain in ageing populations. In this pathology, the entire joint is involved, and the regeneration of articular cartilage still remains one of the main challenges. Here, we investigated the molecular mechanisms underlying cartilage regeneration in young mice using a full-thickness cartilage injury (FTCI) model. FTCI-induced cartilage defects were created in the femoral trochlea of young and adult C57BL/6 mice. To identify key molecules and pathways involved in the early response to cartilage injury, we performed RNA sequencing (RNA-seq) analysis of cartilage RNA at 3 days after injury. Young mice showed superior cartilage regeneration compared to adult mice after cartilage injury. RNA-seq analysis revealed significant upregulation of genes associated with the immune response, particularly in the IFN-γ signaling pathway and qRT-PCR analysis showed macrophage polarization in the early phase of cartilage regeneration (3 days) in young mice after injury, which might promote the removal of damaged or necrotic cells and initiate cartilage regeneration in response to injury. IFN-γR1- and IFN-γ-deficient mice exhibited impaired cartilage regeneration following cartilage injury. DMM-induced and spontaneous OA phenotypes were exacerbated in IFN-γR1^−/−^ mice than in wild-type mice. Our data support the hypothesis that IFN-γ signaling is necessary for cartilage regeneration, as well as for the amelioration of post-traumatic and age-induced OA.

## Introduction

Osteoarthritis (OA) imposes a significant burden on aging societies around the world. A key pathological process in OA is articular cartilage degeneration, which is difficult to treat because of the low proliferation rate of chondrocytes, as well as the low intrinsic repair capacity of adult articular cartilage due to a lack of blood vessels and nerves. Cartilage regeneration is more efficient in young animals; understanding the molecular and cellular basis for cartilage regeneration in these animals may facilitate treatment of OA and other cartilage disorders^1–3^.

Tissue regeneration is a tightly regulated process involving growth factors, cytokines, and proteinases, which act in concert to regulate cell density, proliferation, and migration, as well as the extracellular matrix (ECM) composition and inflammatory response^4–6^. A growing body of evidence indicates that inflammatory cells play an important regulatory role in cartilage regeneration after injury^7–9^. In particular, the innate immune response, which is a major event in the early stages of tissue regeneration, is a crucial determinant of the speed and outcome of the repair process. Initially, neutrophils accumulate in injured cartilage to facilitate the phagocytosis of tissue debris and production of proinflammatory cytokines, such as tumor necrosis factor (TNF)-α and interleukin (IL)-1β, which are believed to play a role in the early phase of tissue regeneration^10^. Macrophages accumulate in later phases and contribute to tissue repair via pro- and antiinflammatory mechanisms, which depend on M1 and M2 macrophage polarization, respectively^11^. Differences between young and old animals in the timing, magnitude, and characteristics of the macrophage response to cartilage injury have been reported; in particular, M2 macrophage polarization is delayed or reduced in the cartilage of old animals^12^.

Interferons (IFNs) are a family of proteins also known as an immunoregulatory cytokines. Human IFNs are classified into three types based on the receptors that they interact with and their amino acid sequences^13^. Type I interferons include 12 types of IFN-alpha (IFN-α), as well as IFN-beta (IFN-β), IFN-epsilon, IFN-kappa and IFN-omega; these IFNs play a role in viral replication and activation of innate and adaptive immune responses^14^. By contrast, there is only one type II IFN, IFN-gamma (IFN-γ), which binds to interferon gamma receptor 1 (IFNGR) 1 and IFNGR2 (high- and low-affinity receptors, respectively). IFN-γ also plays an important role in innate and adaptive immune responses by activating monocytes and macrophages^15^. Type III IFNs include four types of IFN-lambda. IFNs were initially considered anti-viral cytokines, but more recent studies have reported diverse biological functions of IFNs including roles in anti-cancer immunity, the pathogenesis of autoimmune diseases, and the regulation of pain signals and tissue regeneration^16–18^. In particular, because IFNs can regulate the inflammatory milieu at the site of injury, they may play a role in tissue repair.

In this study, we investigated the mechanisms underlying cartilage regeneration in a mouse model of cartilage injury by comparing the molecular profiles of young and old mice and found that the IFN-γ signaling pathway plays a major role in the regeneration process.

## Materials and methods

### Experimental animals

All procedures were performed in accordance with relevant guidelines and regulations. All mouse experiments and protocols were approved by the Care and Use of Laboratory Animals Committee of the National Veterinary Research & Quarantine Service of South Korea, the Hallym Medical Center Institutional Animal Care and Use Committee (HMC 2017-1-0831-25), and ARRIVE guidelines (https://arriveguidelines.org). Specific pathogen-free 3-week-old or 10-week-old C57BL/6 mice were purchased from Dooyeol Biotech (Seoul, Korea). IFNGR1^flux/flux^ mice were purchased from Jackson Laboratory (Jax 025394, USA). Col2a-cre mice were generously provided by Professor Jang-Soo Chun (Gwangju Institute of Science and Technology, Korea). IFN-γ^−/−^ mice were generously provided by Professor Mi-La Cho (Catholic University, Korea). Most mice (IFNGR1^flux/flux^, Col2a-cre and IFN-γ^−/−^ mice) used in our experiments were analyzed on C57BL/6 background. The mice cages were maintained in temperature controlled (23 ± 2.0 °C) and humidity controlled (50 ± 10%) environment with 12 air changes hourly and an alternating 12 h cycle of light and dark and were provided with mouse nest (Diamond Nest, USA) for enrichment. Three or four mice were housed per a polycarbonate cage (380 × 230 × 195 mm^3^) with replaceable filter paper lid containing autoclaved woodchip and pulpchip bedding with free access to food (Teklad Global 18% protein rodent diet, Envivo) and autoclaved tap water^19^.

### Full-thickness cartilage injury (FTCI) animal model

FTCI surgery of the left-knee was performed in 3-week old or 10-week old male C57BL/6 mice, or 3-week old IFN-γR1^−/−^ or IFN-γ^−/−^ mice. FTCI was conducted using a modified version of the previously established protocol^2^. Briefly, local anesthetic solution was prepared as follows. Zoletil 50 (a mixture of 1:1 tiletamine/zolazepam, Virbac, Carros, France) powder was reconstructed at a concentration of 50 mg/mL by addition of 5 mL of autoclaved water and the stock mixture was diluted with Rompun (xylazine hydrochloride, 23.32 mg/mL, Bayer, Leverkusen, Germany) and phosphate-buffered saline (PBS pH 7.4) at 1:4:10 ratios. Mice were anaesthetized by intraperitoneal injection of an anesthetic solution (40 μL/mouse for 3-week-old and 120 μL/mouse for 10-week-old). A longitudinal full thickness injury was made in the patellar groove of the femur on the left knee using a custom made device in which tape in blue color was placed approximately 300 μm to the tip of 26-G needle. After creating the injury, the articular capsule and the skin were independently closed with 6-0 nylon surgical sutures (Ailee, Busan, South Korea). Mice were sacrificed at the designated time points after surgery (Supplementary Fig. 1A).

### OA induction

DMM (destabilization of the medial meniscus) surgery of the right knee was performed in 10-week old male WT (C57BL/6 background) and IFN-γR1^−/−^ mice^20^. Briefly, mice were anaesthetized by intraperitoneal injection of an anesthetic mixture as described above. The joint capsule medial to the patellar tendon was then incised with scissors, and the meniscotibial ligament of the medial meniscus was transected. For sham surgery, the meniscotibial ligament was exposed but the ligament was left intact. The joint capsule and skin were closed using 6-0 blue nylon surgical sutures. Mice were sacrificed at 12 weeks after surgery.

### Spontaneous OA in aged animal

During breeding and experiments, WT (n = 7) and IFN-γR1^−/−^ (n = 7) mice were housed in sterilized microbarrier unit under SPF conditions. These mice received autoclaved food and water as stated earlier. The mice were sacrificed by cervical dislocation at the age of 16 month. In all cases, the left knee joint was removed.

### Histologic evaluation using the cartilage repair, Osteoarthritis Research Society International (OARSI), synovitis, subchondral bone, and osteophyte scoring systems

For an evaluation of the cartilage repair, paraffin blocks were sectioned at three points per knee joint. The first section (A) was 100 mm proximal to the intercondylar notch, the second (B) 100 mm proximal to the section A, and the third (C) was 100 mm proximal to the section B. For histomorphometry and scoring, sections at each point, A–C, were used. For an evaluation of the cartilage degeneration, a series of three 5-µm sections taken at 200-μm intervals in the coronal plane. For safranin-O (0.1%) and fast green staining and hematoxylin sections were deparaffinized in xylene and hydrated by using a graded ethanol series. To assess cartilage regeneration in FTCI mouse model, safranin-O stained samples were graded based on the previous reported histological repair scoring system^2^. To evaluate the extent of cartilage destruction in DMM mouse model, safranin-O stained samples were graded according to the Osteoarthritis Research Society International (OARSI) scoring^21^ and subchondral bone sclerosis, osteophytes, and synovitis were also scored by blinded observers. Details of each scoring system are provided in the Supplementary data. All histology specimens were imaged on a Nikon ECLIPSE microscope equipped with a digital camera (Nikon DS-Fi2).

### Immunohistochemistry and immunofluorescence

Sections were deparaffinized in xylene and hydrated by using a graded ethanol series. For immunohistochemistry, the following primary antibodies were used: anti-type II collagen (Abcam, ab34712, dilution 1:200), anti-aggrecan (Millipore, AB1031, dilution 1:200), and anti-matrix metalloproteinase (MMP)-13 (Abcam, ab39012, dilution 1:200). The secondary antibody was goat anti-rabbit IgG (Santa Cruz, sc-2004, dilution 1:200). Positive results were visualized using 3,3′-diaminobenzidine (DAB) substrate staining (Vector Laboratories, SK-4100). For immunofluorescence, the following primary antibodies were used: anti-type II collagen (Abcam, ab34712, dilution 1:500), anti-aggrecan (Millipore, AB1031, dilution 1:400), and anti-IFN-γR1 (GeneTex, GTX103098, dilution 1:500). The secondary antibody was Alexa Fluor 555 goat anti-rabbit IgG (H + L, Invitrogen, A21428).

### RNA preparation and RNA-seq analysis

For analysis of mRNA expression, cartilages were dissected, and tissues were rapidly frozen in liquid N_2_. Total RNA was isolated from pools of at least 10 cartilages from 10 injured mice or 5 control, uninjured mice by 500 μL of Trizol (Invitrogene, 15596018) using a polytron. RNA-seq library preparation and sequencing was performed in accordance with a previously reported method^22^. Total RNA concentration was calculated by Quant-IT RiboGreen (Invitrogen, #R11490). To assess the integrity of the total RNA, samples are run on the *TapeStation RNA screentape (Agilent, #5067-5576).* Only high-quality RNA preparations, with RNA integrity number greater than 7.0, were used for RNA library construction. A library was independently prepared with 1 μg of total RNA for each sample by Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, Inc., San Diego, CA, USA, #RS-122-2101). The first step in the workflow involves purifying the poly‐A containing mRNA molecules using poly‐T‐attached magnetic beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA using SuperScript II reverse transcriptase (Invitrogen, #18064014) and random primers. This is followed by second strand cDNA synthesis using DNA Polymerase I, RNase H and dUTP. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, and then ligation of the adapters. The products are then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (KAPA BIOSYSTEMS, #KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, # 5067-5582). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina, Inc., San Diego, CA, USA), and the paired-end (2 × 100 bp) sequencing was performed.

### RNA-seq data collection

FASTQ files and FPKM data were entered into the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/). Accession and data citation numbers were assigned GSE232013.

### 5-ethynyl-2′-deoxyuridine (EdU) proliferation assays

To determine the proliferative capacity of the cells, we injected WT (n = 7) or IFN-γR1^−/−^ (n = 7) mice with 0.1 mg/20 g body weight of EdU 2 h prior to tissue collection on day7 after FTCI. After tissue preparation, we used a Click-iT reaction kit (Invitrogen C10640) as per manufacturer’s guidelines using a fluorescence Alexa Fluor 555 or 647 to detect the incorporated EdU. In cultured cells grown on chamber slides (Sigma C7182), EdU was added to a concentration of 10 mM for 45 min and detected via the Click-iT reaction Kit following IF procedures.

### Scratch wound healing assay and transwell migration assay

Cell scratch and migration assays were conducted using the previously reported method^23^. Briefly, for the scratch assay, ATDC5 cells, a chondrogenic progenitor cell line, were transfected with IFN-γR1 siRNA or siControl after seeding at approximately 80% confluency onto 6-well plates, and incubated at 37 °C. After 24 h of transfection, a vertical scratch wound was made through the center of each well using a 100-µL pipette tip and then the cell were washed three times with PBS to remove the scratched cells, and fresh serum-free medium with IFN-γ (2 μg/mL as final concentration) was transferred. After 24 h the cells were examined by light microscopy at a magnification of × 100 to determine the resealing of the cell monolayer. For Transwell migration assay, after transfection with IFN-γR1 siRNA or siControl, ATDC5 cells were trypsinized and placed into the upper wells of the Boyden chamber (100,000 cells/well) in 100 µL DMEM with 20% FBS and IFN-γ. In the lower chamber, 600 µL of DMEM containing 10% FBS was added. Cells in the Boyden chamber were incubated for 48 h at 37 °C in a 5% CO_2_ incubator. After non-migrated cells were scraped off, the membrane was fixed with methanol, stained with Hemacolor stain set (EM Industries, Inc, Gibbstown, NJ). Relative migration was based on the average number of cells on the underside of the membrane in four random images generated at 20 × magnification under microscope.

### Patients

Human cartilage samples were obtained at the time of total knee replacement surgery from OA patients (n = 18, mean ± standard deviation age 71.4 ± 6.3 years) who were diagnosed according to the American College of Rheumatology criteria^24^. Normal cartilage samples were obtained from the femoral head of patients (n = 9, 72.6 ± 8.5 years) with femoral neck fractures with no known history of OA or RA. The collection and use of human tissue samples were reviewed and approved by the Institutional Review Board of Hallym University Sacred Heart Hospital, Anyang, Korea (approval number 2013-I022)^25^. All patients provided written informed consent for the use of the discarded cartilage samples. Research involving human research participants have been performed in accordance with the Declaration of Helsinki.

### Cell culture

We isolated primary chondrocytes from the articular cartilage as previously described^26^. Briefly, articular cartilage was digested using protease (Sigma-Aldrich), collagenase (Sigma-Aldrich), and hyaluronidase from bovine testes (Sigma-Aldrich) in Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies, USA). Chondrocytes were maintained in DMEM containing 10% of FBS and 1% penicillin–streptomycin. The cells were incubated at 37 °C in a humidified atmosphere of 5% CO_2_, and the medium was changed every 2–3 days. First-passage cultured human chondrocytes were used for all experiments within 3–6 days after seeding.

### Quantitative RT-PCR

Total RNA was extracted and purified from cartilage tissue, using TRIzol reagent (Invitrogene, 15596018). cDNA was synthesized from 1 µg of RNA using M-MLV reverse transcriptase (Promega, M170B). qRT-PCR analysis was performed with a QuantiFast SYBR Green PCR Kit 2000 containing cDNA, primers, and SYBR Green PCR master mix (Qiagen, 204156) and data was acquired under condition of two-step cycling, such as denaturation (95 °C, 10 s) and combined annealing/extension (58 °C, 30 s), for 45 cycles using a StepOnePlus real-time PCR system (Applied Biosystems, Waltham, MA, USA). GAPDH was used as an internal control. Primer sequences are shown in Supplementary Table S1.

### Measurement of pain-related behaviors in mice

Mechanical allodynia was assessed every 2 weeks using von Frey filaments, in accordance with a previously reported method^19^. Briefly, each mouse was placed in a dark glass on a wire mesh surface and allowed to adapt to the testing environment for 5 min. Multiple von Frey filaments with ascending gauges of stiffness (North Coast Medical, Morgan Hill, CA, USA) were then perpendicularly applied to the mouse’s hind paw until the filament bent. The 0.4-g filament was applied five times as the initial force. If the rate of a response, such as a brisk withdrawal or paw flinching, was < 50% (0–2 of 5 applications), the next thicker filament was tested. If the withdrawal response rate was > 50%, the test was stopped and the force of the last von Frey filament was regarded as the mechanical withdrawal threshold. The test was repeated twice for each mouse. Additionally, the withdrawal threshold in response to direct pressure on the medial part of the left knee was measured every 2 weeks using a pressure application measurement device (Ugo Basile, France, PAM-38500) as previously described with some modifications^27^. While a mouse was lightly but securely held, the sensor tip (5-mm diameter) of an applied force gauge was placed on the mouse’s knee joint. An increasingly forceful squeeze was then slowly applied across the joint at a rate of 50 g/s, with a maximum test duration of 30 s. The test was stopped when the mouse showed any behavioral signs of discomfort or distress, such as wriggling. The peak gram force (gf) applied immediately prior to discomfort sign was recorded as the base unit and designated as the limb withdrawal threshold. A cut-off force of 500 g was used to prevent trauma to the joint. The test was performed three times, with 10-min intervals, and the mean value was recorded as the nociceptive threshold.

### Statistical analysis

GraphPad Prism 8 software was used for statistical analysis. The normality of the data was determined using the Shapiro–Wilk test. Parametric t tests and Mann–Whitney U test was used for comparisons between two groups with normally and non-normally distributed data, respectively. For comparisons of > 2 conditions, one-way analysis of variance (ANOVA) or the Kruskal–Wallis test was used (depending on data distribution normality), followed by Tukey’s multiple comparisons test or Dunn’s multiple comparisons test, respectively. Pain behavior data did not follow normal distribution and was analyzed using the Kruskal–Wallis test with Dunn’s multiple comparisons test at each time point. All data are expressed as means ± standard errors of the mean (SEMs).

### Determination of sample size

Sample size for each experiment was determined using G power program (https://clincalc.com/stats/samplesize.aspx). For the capacity of cartilage regeneration by FTCI surgery we hypothesized mean articular cartilage repair scores in male mice to be 9 (SD 1.78) for the young mice group vs. 5.3 (SD 1.86) in the adult mice group. Given 80% power and an alpha level of 0.05, the power calculation suggested 4 male mice per group. In the same manner as cartilage repair score, sample sizes for DMM surgery or pain behavior measurement were calculated.

## Results

### Cartilage regeneration is enhanced in young mice compared to adult mice

To assess how age affects articular cartilage regeneration, we induced full-thickness cartilage injury (FTCI) in the patella groove of the left knee of C57/BL6 mice (aged 3 or 10 weeks) with a 26-G needle (Supplementary Fig. 1). Histologically, the articular cartilage of young mice is thicker, with larger chondrocytes and lacunae, and the ECM shows less dense staining of proteoglycan than that of adult mice (Fig. 1A,B). In young mice, the injured area was filled with cells from 7 days after injury, with proteoglycan matrix also appearing in the defect area. Most young mice showed robust regeneration of hyaline cartilage at 14 and 56 days after injury, whereas the defect was not filled with cartilage at any point during the study period and total collapse of the joint appeared in some adult mice (Fig. 1B), such that the repair scores were higher in young than adult mice at all time points (Fig. 1C).

**Figure 1:**
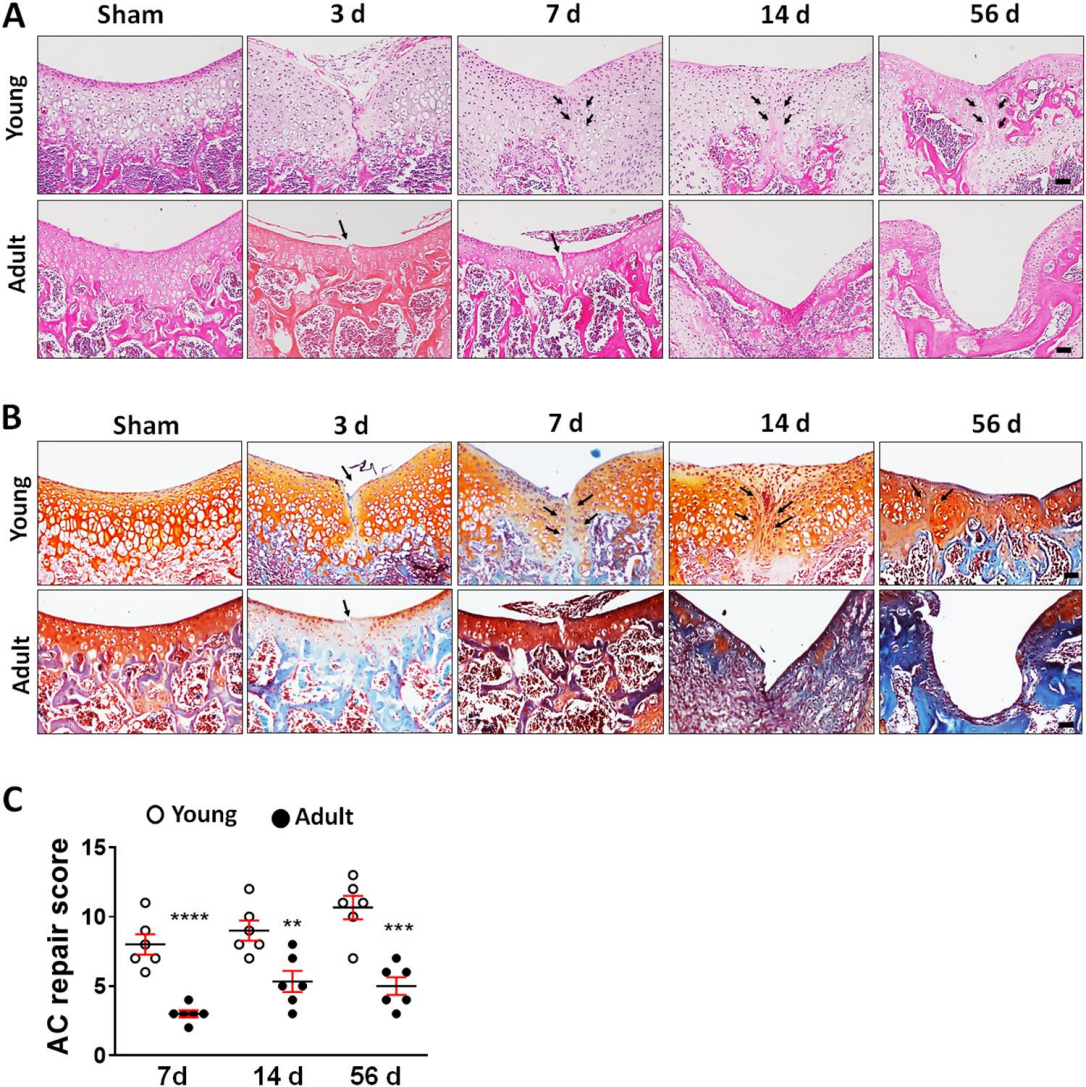
Articular cartilage repair of young and adult mice after full-thickness cartilage injury (FTCI). (**A**,**B**) Representative hematoxylin and eosin- and safranin-O/fast green- stained sections of cartilage from young (upper panels) and adult mice (lower panels) at 3, 7, 14, and 56 days post-sham operation or FTCI. Arrows indicate sites of cartilage injury. Scale bar = 50 μm. (**C**) Cartilage regeneration was evaluated using a histological scoring system at the indicated time points. Three sections from each mouse were examined and the scores were averaged. Each dot represents one mouse. *P < 0.01, **P < 0.001, ***P < 0.0001 versus the young group at each time point. (unpaired two-tailed *t*-test).

### Post-injury changes in cartilage anabolic markers

The expression of aggrecan and Sox9, which are cartilage anabolic genes, in response to injury was examined in young and old mice. The mRNA expression of aggrecan and Sox9 in young mice decreased at 3 days post injury but subsequently started to increase, peaking at 14 days (Supplementary Fig. 2). By contrast, significant changes in the expression of aggrecan and Sox9 were not seen in adult mice throughout the study period (Supplementary Fig. 2). Young mice showed robust staining for type II collagen and aggrecan at the site of injury, whereas adult mice showed little or no staining at any time point (Fig. 2A,B). These results indicate that anabolic responses to cartilage injury are more dynamic in young compared to adult mice.

**Figure 2:**
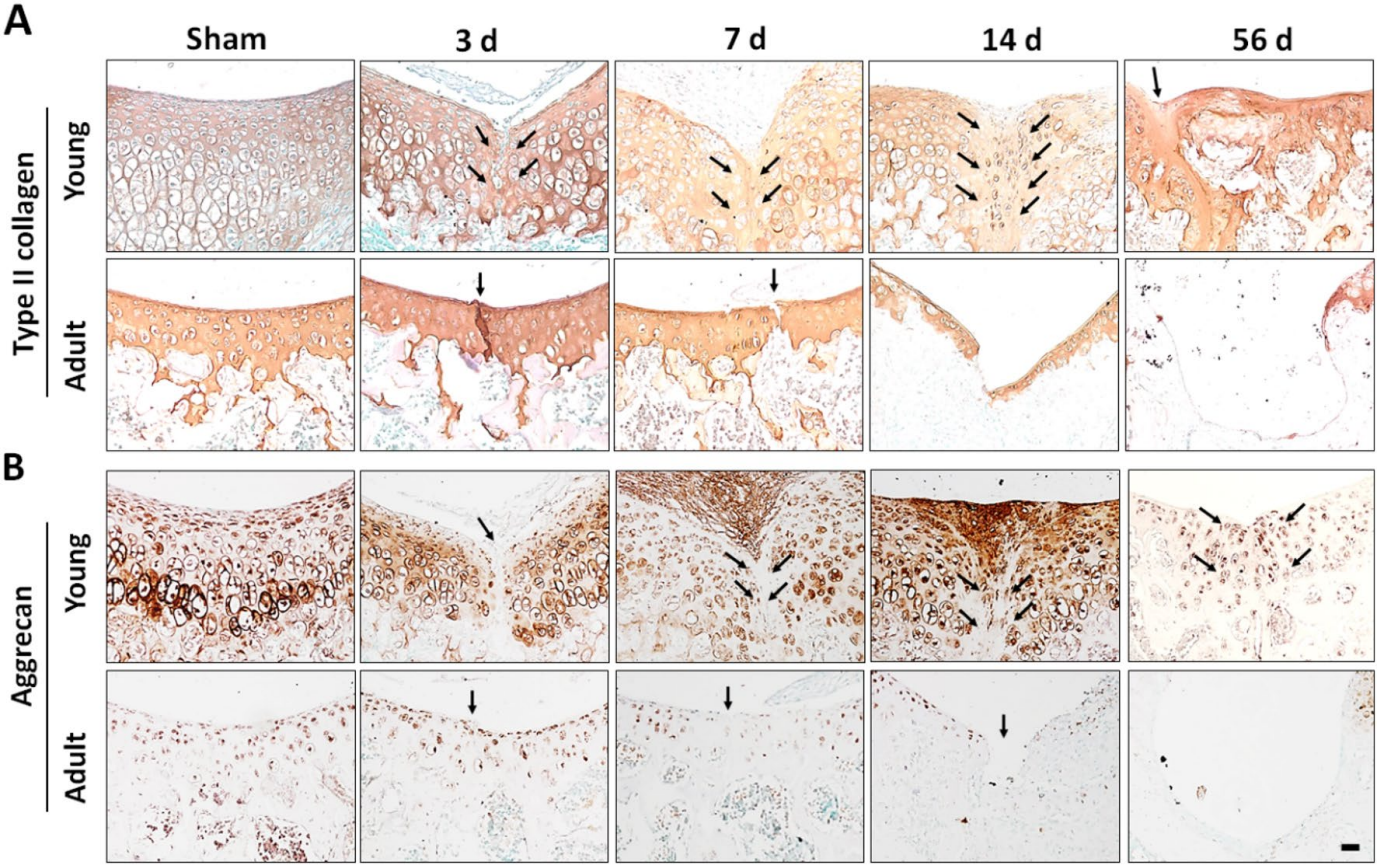
Expression of type II collagen (**A**) and aggrecan (**B**) during cartilage regeneration. Representative images of immunohistochemical staining of young (upper panel) and adult mice (lower panel) at the indicated time points post-sham operation or FTCI. Arrows indicate sites of cartilage injury.

### Cartilage injury upregulates IFN-related genes in young mice

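Gene expression was measured by RNA sequencing of articular cartilage in 4 groups, which were the sham-operated and the injured joints of young and of adult C57BL/6 mice. The young mice were 3 weeks old. The adult mice were 10 weeks old in the paper, whereas the sample labels give 12 weeks in one place and 14 weeks in another. Injured cartilage was taken 3 days after full-thickness cartilage injury (FTCI); the sample labels name surgical destabilization of the medial meniscus (DMM) for the same samples, and the paper's description was followed. The label of the adult sham sample gives days 3 to 14. Cartilage of 5 uninjured or 10 injured mice was pooled, so that each group was represented by 1 library and no difference between these libraries has a replicate check. The libraries were made from poly-A selected RNA with a strand-specific kit. The authors deposited their values as FPKM, the number of fragments relative to transcript length and to the mapped fragments of the library, for 24532 genes, listed by symbol and Entrez Gene identifier, on the mouse genome build mm10. The paper's text does not name the program that made them. The FPKM of all genes summed to 492173 in young sham, 533468 in young injured, 502965 in adult sham and 469939 in adult injured cartilage. Fragment counts were not analysed here, but for 17546 genes with a single annotated transcript the lowest products of FPKM and transcript length fell on regular steps of 38.2, 38.1, 32.5 and 39.0 in the same order. If 1 step is 1 fragment, the libraries held about 26200000, 26200000, 30800000 and 25600000 fragments. The step was sought within a fixed range, and in adult sham cartilage it held only 54 genes, against 130 on the second step. A larger step, and so a lower depth, is therefore not excluded for that library. Whole fragment numbers were not recovered, so no counting error is given for single genes. The number of genes listed at 0 was 7641, 7457, 8390 and 7714. The 10 most abundant genes made up 14.7% of the summed FPKM in young sham, 17.5% in young injured, 26.5% in adult sham and 15.4% in adult injured cartilage, and Cytl1 alone reached 26541 FPKM in adult sham cartilage. Changes were calculated as log2 ratios of FPKM + 1 between libraries for the 18181 genes above 0 in at least 1 library, without further scaling. The added 1 FPKM understates the change of genes with low values.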

To identify the key molecules and pathways involved in the regeneration of cartilage in young mice, we performed RNA sequencing (RNA-seq) analysis (Fig. 3). Total RNA was isolated from pooled sham group cartilage, and from cartilage at 3 days after FTCI, from young (3 weeks old; n = 15) and adult (10 weeks old; n = 15) C57BL/6 mice, respectively. We identified 2853 differentially expressed genes (DEGs) and divided them into four major clusters: age-related, regeneration-related in both young and adult mice, regeneration-related only in young mice (“Young-up”), and regeneration-related only in adult mice (Fig. 3A,B). 

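With a threshold of 2-fold, 1060 genes differed between young injured and young sham cartilage, of which 830 were higher and 230 lower after injury. In adult cartilage 1521 genes differed between injured and sham cartilage, 1255 higher and 266 lower. Between adult sham and young sham cartilage 2418 genes differed, 484 higher and 1934 lower in the adult. The 3 sets together held 3632 genes, a number that fell to 1226 with a threshold of 3-fold, the alternative that moved it most as a ratio. Leaving out every gene that also differed between the sham libraries, 267 genes changed after injury in young but not in adult cartilage, 194 of them upward, and 421 in adult but not in young cartilage, 341 of them upward. The order of the 194 and 341 genes depended on the scaling, with 215 raised in young only and 191 in adult only after median-of-ratios scaling, and 214 and 168 after quantile normalization. Both injury comparisons shared 630 genes, 104 of which also differed between the shams, with 548 higher in both, 63 lower in both, 8 higher in young and lower in adult mice, and 11 the reverse. The 194 genes raised in young cartilage only had a median log2 ratio of 1.19 in young and 0.72 in adult mice, and 179 of them were also above 0 in adult mice. Only 35 of the 194 genes had log2 ratios that differed by 1 or more between the ages. The libraries differed in their general level. Across 10891 genes with at least 1 FPKM in all 4 libraries, the median log2 ratio was −0.04 for injury in young mice, 0.23 for injury in adult mice and −0.30 for adult against young sham cartilage. Median-of-ratios scaling, which multiplies each library by 1 factor so that most genes stay level, brought these medians to −0.05, −0.06 and 0.07. It changed the split to 802 genes higher and 527 lower after injury in adult cartilage, and to 1065 higher and 932 lower in adult sham cartilage. Quantile normalization, which gives all libraries the same distribution of values, gave 725 higher and 489 lower genes after injury in adult cartilage, and 916 higher and 959 lower in adult sham cartilage. Across the same genes, which are not independent replicates, the log2 ratios of young and adult mice had a Pearson correlation of 0.53, against −0.00 in 100 simulations of unchanged groups. The ratios of adult to young sham cartilage correlated at −0.43 with the adult injury ratios and at 0.24 with the young ones, where the sham library that each pair shares gave −0.50 and 0.50 in the simulations.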

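Among genes with a mean of at least 5 FPKM, the 5 largest rises in young cartilage were those of Bpifb1, Arg1, Eno1b, Chil1 and Ccl2. Bpifb1 (chromosome 2, 154190818 to 154220343 on GRCm38.p6, the assembly of mm10) rose from 2.58 to 245.9 FPKM in young and from 0.356 to 527.6 FPKM in adult cartilage, log2 ratios of 6.11 and 8.61. Arg1 (chromosome 10, 24915207 to 24927470) was listed at 0 in both sham libraries and reached 57.9 FPKM in young and 59.3 FPKM in adult injured cartilage. Chil1 (chromosome 1, 134182156 to 134190031) had log2 ratios of 5.18 in young and 7.27 in adult mice, and Ccl2 (chromosome 11, 82035577 to 82037452) rose by 5.00 in young mice and was listed at 0 in adult sham cartilage. The largest falls in young cartilage were those of Hist2h2aa2, Hhip (−3.00), Angptl1 (−2.97), Mdm4 (−2.79) and Tesc (−2.61). In adult cartilage Hbb-b1, Bpifb1, Neat1, Saa1 and Chil1 rose most. Neat1, a long noncoding RNA, was at 0.828 FPKM in adult sham cartilage and between 234.1 and 518.1 FPKM in the other libraries. Saa1 was listed at 0 in adult sham and reached 164.4 FPKM in adult injured cartilage. The largest falls in adult cartilage were those of Rps27, the microRNA gene Mir8114, Hbb-bs, Serpina1d (−3.63) and Cntfr (−3.53). Several of these genes have near-identical copies, so that their single values are uncertain. The share of their 31-base words that also occur in another gene was 81.0% for Eno1b, 100.0% for Hist2h2aa2, 66.9% for Hbb-bs, 61.9% for Serpina1d, 46.5% for Saa1 and 30.8% for Rps27.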

To investigate the unique biological processes in each cluster of DEGs, we performed a functional enrichment analysis of the DEGs in young and adult mice after injury. Genes involved in immune response-related biological processes, particularly IFN signaling (including positive regulation of the IFN-γ-mediated signaling pathway and the cellular response to IFN-β) were among the most significantly upregulated in the Young-up cluster. By contrast, genes involved in immune response-related processes in adult cartilage did not show expression changes (Fig. 3C). 

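Reactome gene sets were used to count genes of these pathways, with the genes of at least 1 FPKM in the injured library, which could have passed the threshold, as the background. Of the 194 genes raised in young cartilage only, a set without genes that differed between the shams, 19 belonged to the Immune System set, a share of 9.79%, and this share was higher than in 99.4% of 10000 random sets of the same size matched on mean expression. On the TPM scale the share was 7.06%, higher than in 93.4% of the random sets. It was 12.1% after median-of-ratios scaling and 11.7%, higher than in 99.985% of the random sets, after quantile normalization. The background held 688 Immune System genes among 12543. With a 3-fold threshold the share was 18.9%, the largest move among the alternatives. The Interferon Signaling set contributed 8 of the 194 genes (4.12%, higher than in 99.98% of the random sets, and 2.35%, higher than in 96.0%, on the TPM scale), its IFN-γ subset 5 (2.58%) and its IFN-α/β subset 2 (1.03%). The subsets differ in size, with 71 and 12 genes in the background. Among the 548 genes raised at both ages, 23 belonged to Interferon Signaling, a number that none of the random sets reached, and 22 of those belonged to the IFN-γ subset.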

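Of the 1255 genes at least 2-fold higher in adult injured than in adult sham cartilage, 155 belonged to the Reactome Immune System set (12.4%), with 677 such genes in a background of 12263. The corresponding number in young cartilage was 137 of 830 genes (16.5%). Most of these genes were raised at both ages, since the 548 shared genes included 110 of the set (20.1%). Among the 341 genes raised in adult cartilage only, again without genes that differed between the shams, 28 belonged to the set (8.21%, higher than in 97.8% of the matched random sets). The adult set itself depended on the scaling, and 14 of 191 genes belonged to Immune System after median-of-ratios scaling (7.33%, higher than in 86.8% of the random sets), 16 of 168 after quantile normalization (9.52%, 97.6%) and 55 of 567 on the TPM scale (9.70%). Interferon Signaling contributed 3 of the 341 genes (0.880%, higher than in 69.9% of the random sets), and its IFN-α/β subset none. This contrast with young cartilage was weaker on the TPM scale. There Interferon Signaling contributed 9 of 567 genes raised in adult only (1.59%, higher than in 95.5% of the random sets) and 4 of 170 raised in young only (2.35%, 96.0%). After median-of-ratios scaling it contributed 1 of 191 and 10 of 215, and after quantile normalization 1 of 168 and 10 of 214. The TPM scale also lowers the weight of the added 1, with a background of 13432 genes in place of 12263. The weaker contrast can therefore not be put down to the scaling between the libraries alone. Over all 673 Immune System genes with a mean of at least 1 FPKM, the median log2 ratio was 0.17 in young and 0.46 in adult mice, where matched random sets had medians of −0.01 and 0.24. Extracellular matrix organization, by comparison, contributed 12 of the genes raised in adult cartilage only (3.52%, higher than in 99.98% of the random sets) and 2 of those raised in young cartilage only. It also contributed 28 of the 548 genes raised at both ages. Over all 186 genes of the set the median difference between young and adult log2 ratios was −0.20, near the −0.18 of matched random sets. Its shares were not recalculated after other scalings.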

To investigate the relationships among cartilage regeneration-related immune response genes and compare their expression levels between young and adults, we constructed a network model of immune response-related genes based on protein–protein interaction data (Fig. 3D). In accordance with Gene Ontology data, IFN-related genes showed significant expression differences between young and adult mice during the cartilage regeneration process. 

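The fold changes of 18 genes whose names are legible in the network model (Fig. 3D) were compared between the ages. Their median log2 ratio was 0.92 in young and 0.52 in adult mice, 9 genes were at least 2-fold higher in young and 5 in adult mice, and none was 2-fold lower at either age. The largest difference was that of Ifit1 (chromosome 19, 34640889 to 34650009), which rose by a log2 ratio of 2.76 in young and 0.90 in adult mice, from 0.897 to 11.9 FPKM and from 1.14 to 3.00 FPKM. Ifit2 rose by 1.20 and 0.54, and Dhx58 by 1.82 and 1.13. Tnf rose by 1.37 in young and 1.07 in adult mice, to levels of 2.02 and 1.81 FPKM. The receptor genes Egfr and Pdgfrb moved little, with log2 ratios in young and adult mice of 0.10 and 0.13 for Egfr and −0.09 and −0.01 for Pdgfrb. For Egfr the direction in adult mice depended on the scaling, with −0.18 after median-of-ratios scaling. In all, 11 of the 18 genes had the larger log2 ratio in young mice and 7 in adult mice. From the enrichment of IFN terms in the Young-up cluster and the fold changes in the network, the paper concludes that IFN-related genes were expressed differently in young and adult mice during cartilage regeneration.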

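Genes induced by IFN-γ (type II IFN) and by type I IFN were compared with lists that were not drawn from these libraries, apart from 3 type I genes that also appear in the network model. The 27 type II genes above 0 in at least 1 library, which include antigen presentation genes such as B2m, H2-D1 and H2-K1, had a median log2 ratio of 0.97 after injury in young and 0.89 in adult mice. The median difference between the ages was 0.18, and 17 of the 27 genes had the larger ratio in young mice. The 29 type I genes, among them Ifi27l2a, Ifit3 and Irf9, had medians of 1.79 in young and 0.88 in adult mice, with a median difference of 0.69 and the larger ratio in young mice for 25 genes. Matched random lists had medians of 0.00 and 0.23 for the type II list and −0.03 and 0.28 for the type I list. All 4 list medians lay above those of 10000 random lists, which describes these libraries and is not a test between conditions. When the injured libraries were compared directly, the type II genes had a median log2 ratio of 0.02 for young against adult mice, and the type I genes 0.78. The type II value changed sign with the scaling, to −0.13 on the TPM scale and −0.06 after median-of-ratios scaling or quantile normalization. The injury median of the type I genes in young mice moved most with the pseudocount, to 0.82 with 5 FPKM in place of 1. Of the type I genes, Ifit3, Ifit3b, Oas1a and Oas1g share more than 50% of their sequence words with other genes, and without them the medians were 1.59 and 0.88. Macrophage marker genes, 20 in number, rose by a median of 3.12 in young and 2.26 in adult mice. 

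**Figure D1:**
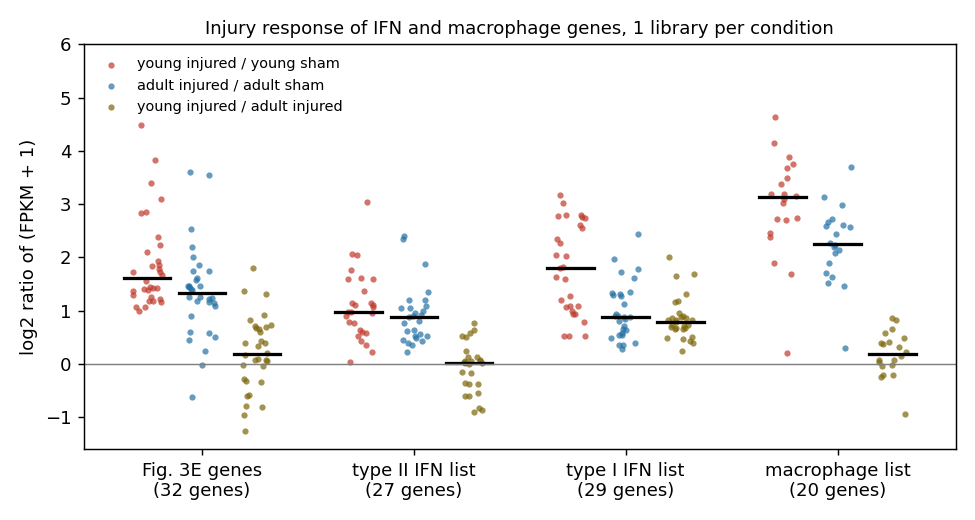
Log2 ratios of FPKM + 1 (vertical axis) for each gene of the Fig. 3E, type II IFN, type I IFN and macrophage lists, for young injured against young sham, adult injured against adult sham and young injured against adult injured cartilage. Each point is 1 gene from 1 library per group, and the bars mark the list medians, which for the last comparison are 0.19, 0.02, 0.78 and 0.19.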

We focused on IFN-γ because it had a higher enrichment score than type I IFN genes (Fig. 3C) and reportedly plays a role in regeneration of diverse tissues^28^. 

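The 32 genes named in the IFN-γ response heatmap (Fig. 3E), from Ccl6 and Ccl9 to Ifitm6 and Vim, were examined one by one. The study picked these genes from the same libraries, so their position among other genes is not independent evidence. Their log2 ratios after injury had a median of 1.61 in young and 1.32 in adult mice, with 31 and 24 genes at least 2-fold higher. The ratio was larger in young mice for 27 of the 32 genes, for 22 when FPKM were rescaled to the same sum (TPM) and for 30 after median-of-ratios scaling, and exceeded that of adult mice by 1 or more for 6 genes. The median difference was 0.40, and 0.69 after quantile normalization, which moved it most. Ccl6 (chromosome 11, 83587886 to 83593087) rose from 3.34 to 95.9 FPKM in young and from 2.34 to 37.9 FPKM in adult cartilage, log2 ratios of 4.48 and 3.54. Ifitm3 (chromosome 7, 141009590 to 141010744) rose from 46.4 to 405.6 FPKM and from 96.4 to 229.7 FPKM, ratios of 3.10 and 1.24. Mrc1 had ratios of 2.86 and 1.41, and Bst2 2.83 and 1.25. Vim (chromosome 2, 13574311 to 13582826) rose from 644.0 to 1434 FPKM in young cartilage and fell from 1675 to 1087 FPKM in adult cartilage. H2-Ab1, Was, Irf8, Sirpa and Gbp2 had the larger ratio in adult mice, with differences down to −0.55. In adult against young sham cartilage the 32 genes had a median log2 ratio of 0.15, where matched random lists had −0.29.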

Heatmap analysis showed that DEGs related to IFN-γ response genes were highly upregulated in young injured mice compared to adults (Fig. 3E). We postulate that the early immune response associated with IFN-γ signaling in young mice enhances cartilage regeneration.

**Figure 3:**
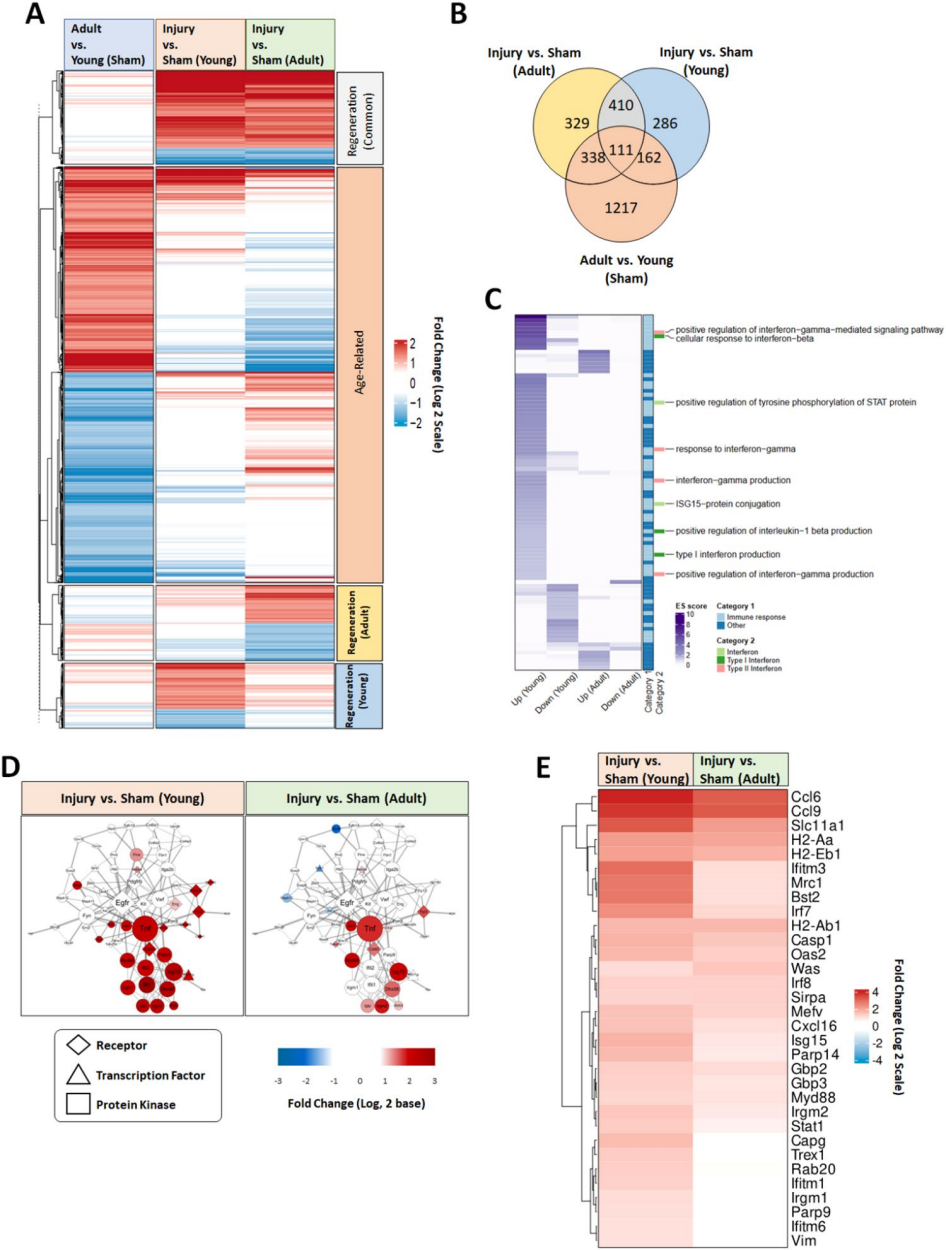
Overview of differentially expressed genes (DEGs) between young and adult mice after FTCI. (**A**) Heat map of 2853 DEGs grouped by cartilage regeneration (blue = decreased expression; red = increased expression) and age. (**B**) Venn diagram showing overlapping DEGs in three group comparisons: adult versus young mice, young injured versus young sham mice, and adult injured versus adult sham mice. The numbers of DEGs are shown indicated in each section of the Venn diagram; the same color scheme is used for the DEG clusters in the heatmap. (**C**) Heatmap showing Gene Ontology biological processes (GOBPs) enriched by upregulated or downregulated DEGs in chondrocytes from injured and sham group cartilage. The color gradient represents the enrichment score (in − log^10^ units) for each GOBP. (**D**) Network model of immune response-related genes involved in the cartilage regeneration process. Node colors reflect fold-change values in the injured versus sham control comparison (red = upregulation, blue = downregulation). (**E**) Heatmap of DEGs related to interferon-gamma (IFN-γ) response genes and fold-change values.

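For 14 of the heatmap genes, among them Ccl6, Ifitm3, Isg15, Irf7, Vim and Myd88, the median log2 ratio after injury was 1.78 in young and 1.20 in adult mice. Every one of the 14 genes had the larger ratio in young mice, by a median of 0.94, and with FPKM rescaled to the same sum 13 did. The study selected these genes from its RNA-seq as more upregulated in young mice, so this count is not independent evidence. Over all 32 heatmap genes the median difference was 0.40. Between the injured libraries, 11 of the 14 genes were higher in young than in adult mice, with a median log2 ratio of 0.55. Isg15 (chromosome 4, 156199424 to 156200818) was at 39.5 FPKM in young and 10.7 FPKM in adult injured cartilage. Irf7 was at 32.7 and 16.7 FPKM. Capg and Ifitm1 were lower in young than in adult injured cartilage, at 106.7 against 159.6 FPKM and 17.1 against 34.1 FPKM, although their log2 ratios after injury, 1.73 and 1.26 in young mice, were above the 0.24 and 0.59 of adult mice. Myd88 differed least, with ratios of 1.19 in young and 1.15 in adult mice. Trex1 shares 97.4% of its sequence words with another gene, and its value is therefore uncertain.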

To verify the RNA-seq data, we performed quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis of 14 selected IFN-γ-related genes that were upregulated in the cartilage of young compared to adult mice at 3 days after injury. The RNA samples of a different set of animals were used for this analysis. Consistent with the RNA-seq results, the transcript expression levels of Ccl6, Slc11a1, Ifitm3, Mrc1, Bst2, Ifitm6, Isg15, Stat1, Capg, Trex1, Ifitm1, Irf7, and Vim were upregulated at 3 days after injury in young compared to adult mice (Supplementary Fig. 3A). Although the expression of interferon-gamma receptor 1 (IFN-γR1) and IFN-γ is more abundant in adult than in young cartilage (Supplementary Fig. 3B), young mice showed a significantly higher fold change in the expression of IFN-γR1 and IFN-γ in cartilage at 3 days after injury compared to adult mice (Supplementary Fig. 3C). These results suggests that the IFN-γ signaling pathway is involved in cartilage regeneration in young animals.

### Generation of chondrocyte-specific IFN-γ R1 knockout (KO) mice

Given that IFN-γ-related genes were upregulated in response to injury in young mice compared to adult mice at an early stage, we examined whether IFN-γ signaling contributes to cartilage regeneration. We generated mice harboring a cartilage-specific deletion of IFN-γR1 by crossing IFN-γR1flox mice with mice expressing Cre recombinase (driven by the col2a1 promoter; Supplementary Fig. 4). IFN-γR1 expression was abolished in the cartilage of KO mice, as shown by the results of RT-PCR and immunofluorescence analyses conducted at the age of 3 weeks (Supplementary Fig. 4B,C). Notably, IFN-γR1 expression was preserved in the subchondral bone of IFN-γR1^−/−^ mice. Body weight and length were not significantly different between wild-type (WT) and IFN-γR1^−/−^ mice (males and females aged 3 weeks) (Supplementary Fig. 4D). Cartilage thickness, as well as Sox9 and aggrecan expression levels, tended to be lower, while Col2a1 mRNA or protein (Type II collagen) expression was significantly lower, in KO mice (Supplementary Fig. 4E–H). There was no phenotypic difference between male and female KO mice in terms of the response to injury or cartilage characteristics; thus, we used males only in further experiments.

### IFN-γR1 deficiency impaired cartilage regeneration

FTCI was induced in WT and IFN-γR1^−/−^ mice at 3 weeks of age, and cartilage regeneration was monitored from day 7 to day 56 after injury. After 7 days, proteoglycan matrix filling the gap induced by injury was observed in WT mice, while in IFN-γR1^−/−^ mice no cells or matrix were seen in the gap (Fig. 4A). Aggrecan and type II collagen also appeared in the defects in WT cartilage, which was not observed in the KO mice (Fig. 4A). At 14 and 28 days, WT mice showed almost complete restoration of hyaline cartilage in the injured area, whereas in IFN-γR1^−/−^ mice disruption of the ECM persisted, accompanied by a decrease in aggrecan and type II collagen expression (Fig. 4B,C). KO mice had significantly lower repair scores than WT mice at 7, 14, and 28 days post injury (Fig. 4D). At 56 days after injury, WT mice exhibited a smooth cartilage surface, normal cellularity, and robust proteoglycan staining (Supplementary Fig. 5). The gap was also filled by proteoglycan matrix in IFN-γR1^−/−^ mice, in a similar manner to WT mice at 7 days post-injury (Supplementary Fig. 5). Taken together, the results indicate that IFN-γR1 is required for cartilage repair in response to injury in young mice.

**Figure 4:**
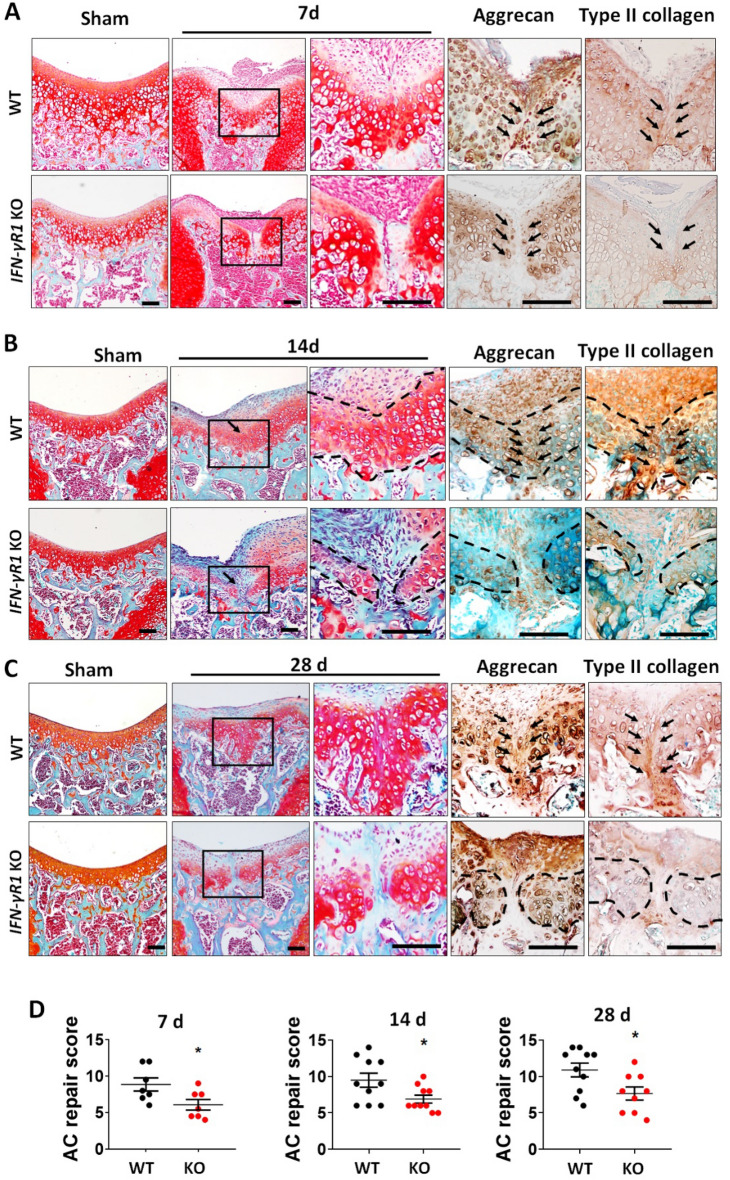
Genetic ablation of interferon-gamma receptor 1 (IFN-γR1) delayed cartilage regeneration after FTCI. (**A**–**C**) Cartilage defects and regeneration were visualized by safranin-O/fast green staining at 7 (**A**), 14 (**B**), and 28 (**C**) days after injury in 3-week-old wild-type (WT) and IFN-γR1^−/−^ mice. Boxed areas are shown at higher magnification. Representative images of immunohistochemical staining for aggrecan and type II collagen in the regenerating cartilage of WT and IFN-γR1^−/−^ mice after injury. Arrows represent injury sites. Dashed lines indicate cartilage. Scale bar = 50 μm. (**D**) Quantitative analyses of articular cartilage repair scores calculated at the indicated time points after injury for WT and IFN-γR1^−/−^ mice (n = 7–10 per group; three sections/mouse). Data are shown as mean ± standard error of the mean (SEM). *P < 0.05 versus WT controls (unpaired two-tailed *t*-test [7 days] and two-tailed Mann–Whitney U test [14 and 28 days]).

### Involvement of IFN-γ signaling in chondrocyte proliferation and migration

Successful cartilage regeneration depends on the expansion of chondrocytes and recruitment of these cells to the site of injury. To determine the role of IFN-γ signaling in the proliferation of chondrocytes, we assessed 5-ethynyl-2′-deoxyuridine (EdU) incorporation into chondrocytes after injury. At 7 days after injury, EdU was injected intramuscularly to label cells in S-phase; 2 h later, the cartilage was fixed and sectioned. We observed EdU-labeled proliferating cells in the vicinity of the defect sites in WT mice (Fig. 5 A-B), however, almost no EdU-labeled cells were detected in IFN-γR1^−/−^ mice, reflecting the significantly lower number of proliferating chondrocytes (Fig. 5A,B). Direct regulation of cell proliferation by IFN-γR1 was assessed in vitro using cultured primary human chondrocytes after knocking down IFN-γR1 (Fig. 5C,D). The number of EdU-positive cells was significantly reduced by si-IFN-γR1 compared to si-control treatment.

**Figure 5:**
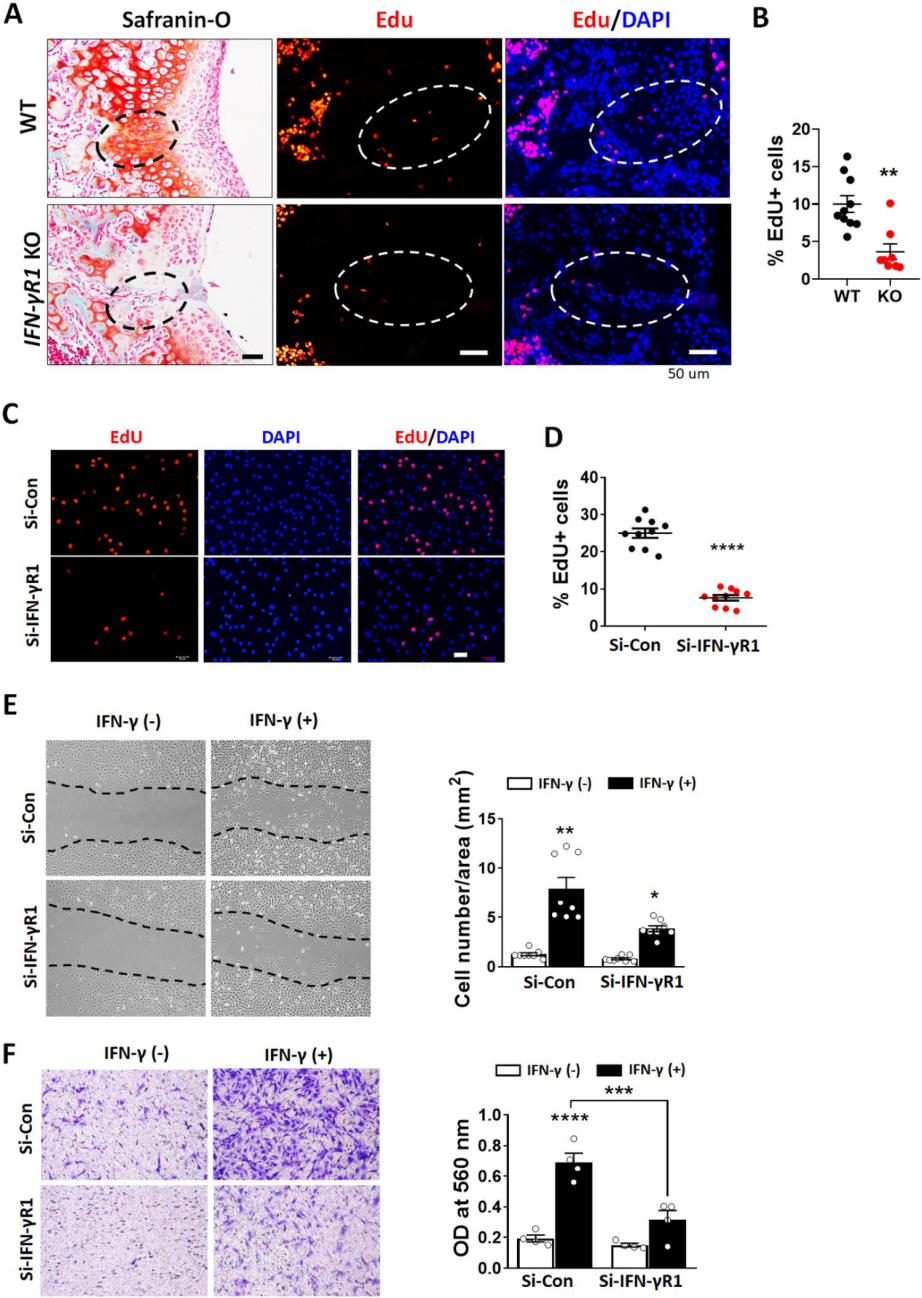
IFN-γR1 deficiency reduced cell proliferation and migration in vivo and in vitro. (**A**) Representative images of safranin-O/fast green staining of cartilage (left panels) at 7 days after injury; dashed circles indicate the injured area. Representative images of proliferating 5-ethynyl-2′-deoxyuridine (EdU)-positive cells (middle panels) and co-staining of Edu and 4′,6-diamidino-2-phenylindole (DAPI; right panel). EdU-labeled cells were detected by treating 5-µm sections with Click-iT EdU Alexa Fluor 555 reaction cocktail. Dashed circles represent the same cartilage areas shown in the left panels. Scale bar = 50 μm. (**B**) Edu-positive cells in the injured area are presented as a percentage of total cells. (**C**) Immunofluorescence analysis of EdU incorporation into si-IFN-γR1- and si-Control-transfected human chondrocytes. Representative EdU cell (red), DAPI staining (blue), and merged images (pink). Scale bar = 50 μm. (**D**) Percentages of EdU-positive human chondrocytes following transfection with si-IFN-γR1 and si-Control for 24 h. (**E**) The migration of ATDC5 cells was analyzed using scratch wound healing assay following transfection with si-IFN-γR1 or si-Control plus IFN-γ treatment for 24 h. (**F**) Results of Transwell migration assay. Images showing the migration ability of IFN-γR1 siRNA in ATDC5 cells (left panel). At 24 h after transfection with IFN-γR1 or control siRNA, ATDC5 cells were seeded into the chamber and IFN-γ was applied for 48 h to induce migration. The migrated cells were stained by crystal violet after 48 h. Absorbance data after extraction with crystal violet are shown in the right panel. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 versus WT control or the siRNA control group. Statistical analyses were conducted using a two-tailed Mann–Whitney U test (**B**,**D**), Kruskal–Wallis test with Dunn’s multiple comparison test (**E**), and one-way analysis of variance (ANOVA) with Tukey’s multiple comparison test (**F**).

Because cell migration is a key process in tissue regeneration, we investigated whether IFN-γ influenced chondrocyte migration using a classical wound healing assay, Transwell migration assay, and ATDC5 cells (i.e., chondrogenic progenitor cells). IFN-γ increased migration into the scratch area which was reduced in si-IFN-γR1-transfected cells (Fig. 5E). These results were confirmed by Transwell migration assays (Fig. 5F).

### Changes in inflammatory mediators and macrophage polarization during cartilage regeneration

In line with previous reports of roles of proinflammatory cytokines and macrophages in the early phase of cartilage regeneration^11,29–31^, we found that TNF-α was upregulated in regenerating tissue 3 days after injury in young compared to adult mice (Fig. 6A). The expression of inducible nitric oxide synthase (iNOS), which is an inflammatory marker secreted by IFN-γ, was significantly increased in young compared to adult mice, whereas the levels of CD16, which is a proinflammatory M1 marker, were decreased (Fig. 6B). In addition, young mice showed significantly elevated expression of arginase-1 and CD206, which are anti-inflammatory M2 markers compared to adult mice (Fig. 6B). Macrophage maker, F4/80 expression increased in both young and adult mice (Fig. 6B). Taken together, these data suggest that the proinflammatory response and macrophage polarization occur in the early phase of cartilage regeneration in young mice, which might promote the removal of damaged or necrotic cells and initiate cartilage regeneration in response to injury.

**Figure 6:**
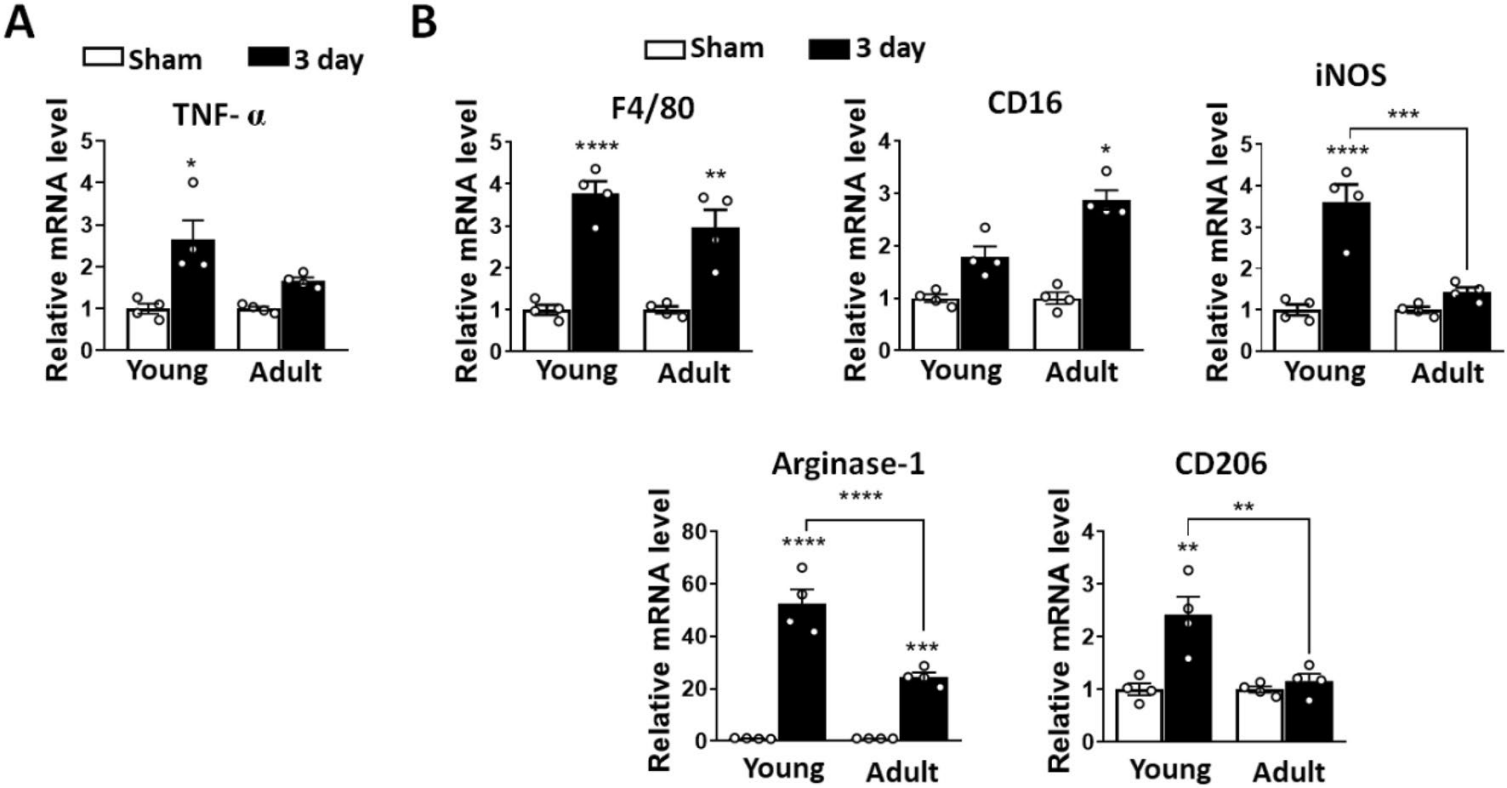
Pro-to anti-inflammatory transition of macrophage in early response following cartilage injury in young and adult mice after cartilage injury. Three-week-old (young) or ten-week-old (adult) male C57BL/6 mice were subjected to FTCI on the left knee cartilage and tissue were harvested 3 days later. The medial or lateral tibial and femoral cartilages were pooled from at least 10 mice before RNA extraction and mRNA levels were analyzed by qRT-PCR. (**A**) Expression levels of pro-inflammatory cytokine, TNF-α mRNA in the cartilage from young and adult mice. (**B**) Expression levels of common macrophage marker, F4/80, pro-inflammatory macrophage marker (M1), CD16 and iNOS and anti-inflammatory macrophage marker (M2), arginase-1 and CD206 were analyzed by qRT-PCR. Data are normalized to the expression of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA and shown as means ± SEMs of duplicate experiments. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 vs. sham control group. Statistical analyses were conducted using Kruskal–Wallis test with Dunn’s multiple comparisons test (**A**, TNF-α) (**B**, CD16, iNOS) and one-way ANOVA with Tukey’s multiple comparisons test (**B**, F4/80, Arginase-1, CD206).

### IFN-γ deficiency impairs cartilage regeneration

To further clarify the role of IFN-γ signaling in cartilage regeneration, we also examined whether genetic ablation of IFN-γ impairs cartilage regeneration. IFN-γ^−/−^ mice have been reported to develop normally in the absence of pathogen challenge^32^. These mice showed a significant decrease in cartilage thickness compared to WT mice at 5 weeks of age (Supplementary Fig. 6A). However, no differences in the expression of anabolic matrix genes between IFN-γ^−/−^ and WT mice were revealed by qRT-PCR (Supplementary Fig. 6B). Three-week-old WT and IFN-γ^−/−^ mice were subjected to FTCI and cartilage regeneration was assessed 7, 14, and 28 days after injury. Notably, IFN-γ^−/−^ mice displayed impaired cartilage regeneration at all time points and had significantly lower cartilage repair scores 14 and 28 days after injury compared to WT mice (Fig. 7A–C). There were no signs of infection in IFN-γ^−/−^ mice after FTCI.

**Figure 7:**
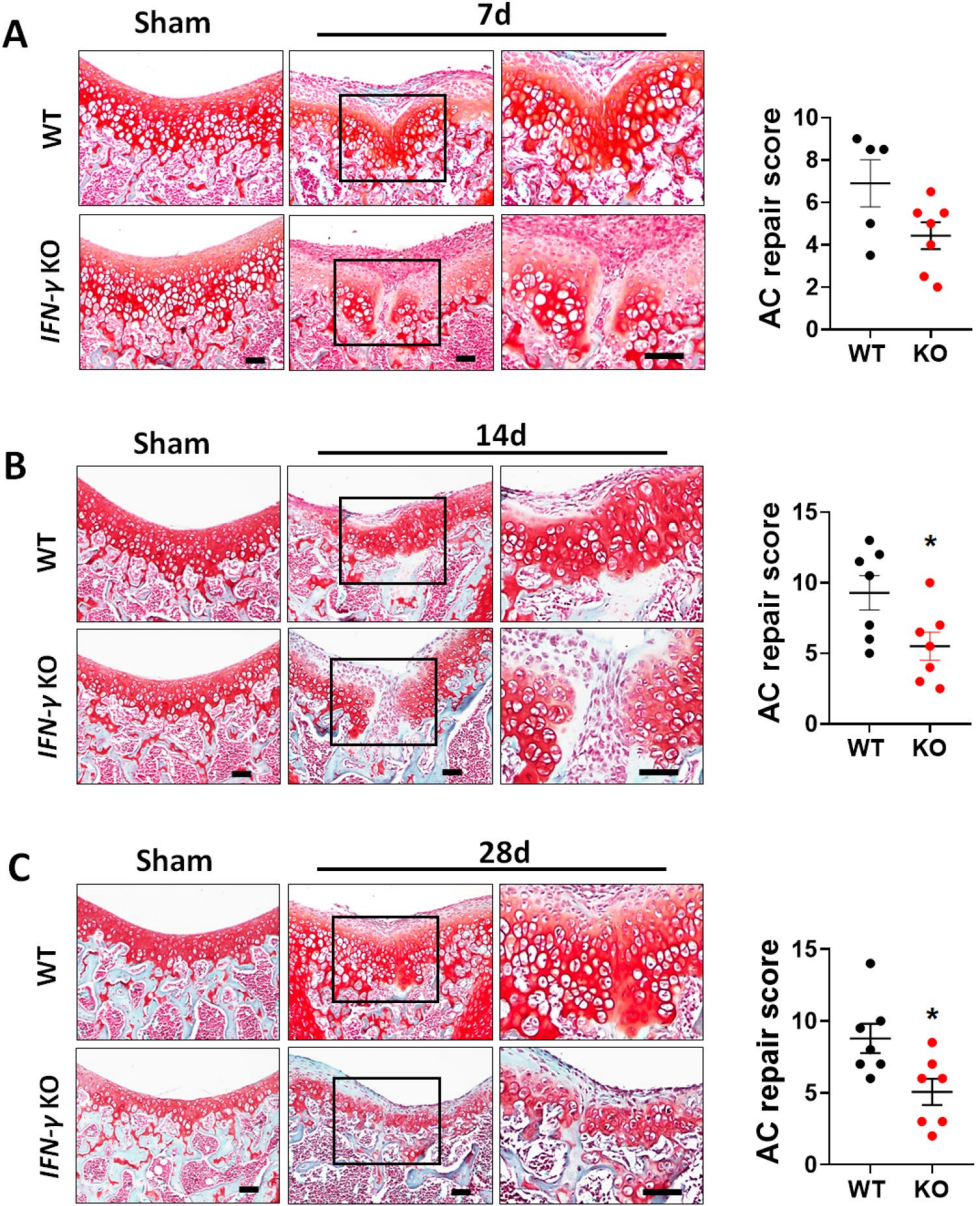
Genetic ablation of IFN-γ impairs cartilage regeneration after FTCI in 3-week-old mice. (**A**–**C**) Cartilage regeneration was visualized by safranin-O/fast green staining at 7 (**A**), 14 (**B**), and 28 days (**C**). Quantitative analyses of the articular cartilage repair scores at each time point were performed (n = 5–7 per group). Boxed areas are shown at higher magnification. Scale bar = 50 μm. Data are shown as mean ± SEM. *P < 0.05 versus WT controls (unpaired two-tailed *t*-test).

### IFN-γR1 is downregulated in OA cartilage

Having shown that IFN-γR1 deficiency delays cartilage regeneration and considering that a lack of intrinsic repair after cartilage injury is a major contributor to OA, we examined whether a decrease in IFN-γR1 expression is associated with mouse or human OA. Using immunohistochemical (IHC) analysis, we quantified IFN-γR1 expression in OA-affected human cartilage obtained from individuals who had undergone arthroplasty, as well as in mouse cartilage in which OA was induced by destabilization of the medial meniscus (DMM). IFN-γR1 was abundant in normal human and sham mouse cartilage, whereas its expression was markedly decreased in human and mouse OA cartilage (Supplementary Fig. 7A,C). The proportion of IFN-γR1-positive cells and staining intensity were significantly decreased in both human and mouse OA cartilage (Supplementary Fig. 7B,D), suggesting that the expression of IFN-γR1 is negatively associated with OA pathogenesis.

### OA is exacerbated in IFN-γR1-deficient mice

Next, we determined whether IFN-γR1 ablation exacerbates OA. Ten-week-old IFN-γR1^−/−^ and WT mice were subjected to DMM surgery. Twelve weeks after DMM, significantly more severe cartilage erosion in the medial tibial plateau was observed in IFN-γR1^−/−^ than in WT mice; the former group also had a significantly higher Osteoarthritis Research Society International (OARSI) score (Fig. 8A,C). In addition, IFN-γR1^−/−^ mice had higher levels of cell infiltration and a thicker synovium, indicating more severe synovial inflammation compared to WT mice (Fig. 8B,C). However, there were no significant group differences in subchondral bone sclerosis or osteophyte formation (Fig. 8C). IHC analysis revealed a decrease in aggrecan expression and an increase in matrix metalloproteinase (MMP) expression in the articular cartilage of IFN-γR1^−/−^ mice compared to WT mice after DMM (Fig. 8D,E). OA-associated pain was assessed after DMM. The WT and IFN-γR1^−/−^ mice showed similar pain responses, as measured using the von Frey filament test and a pressure algometer (Fig. 8F).

**Figure 8:**
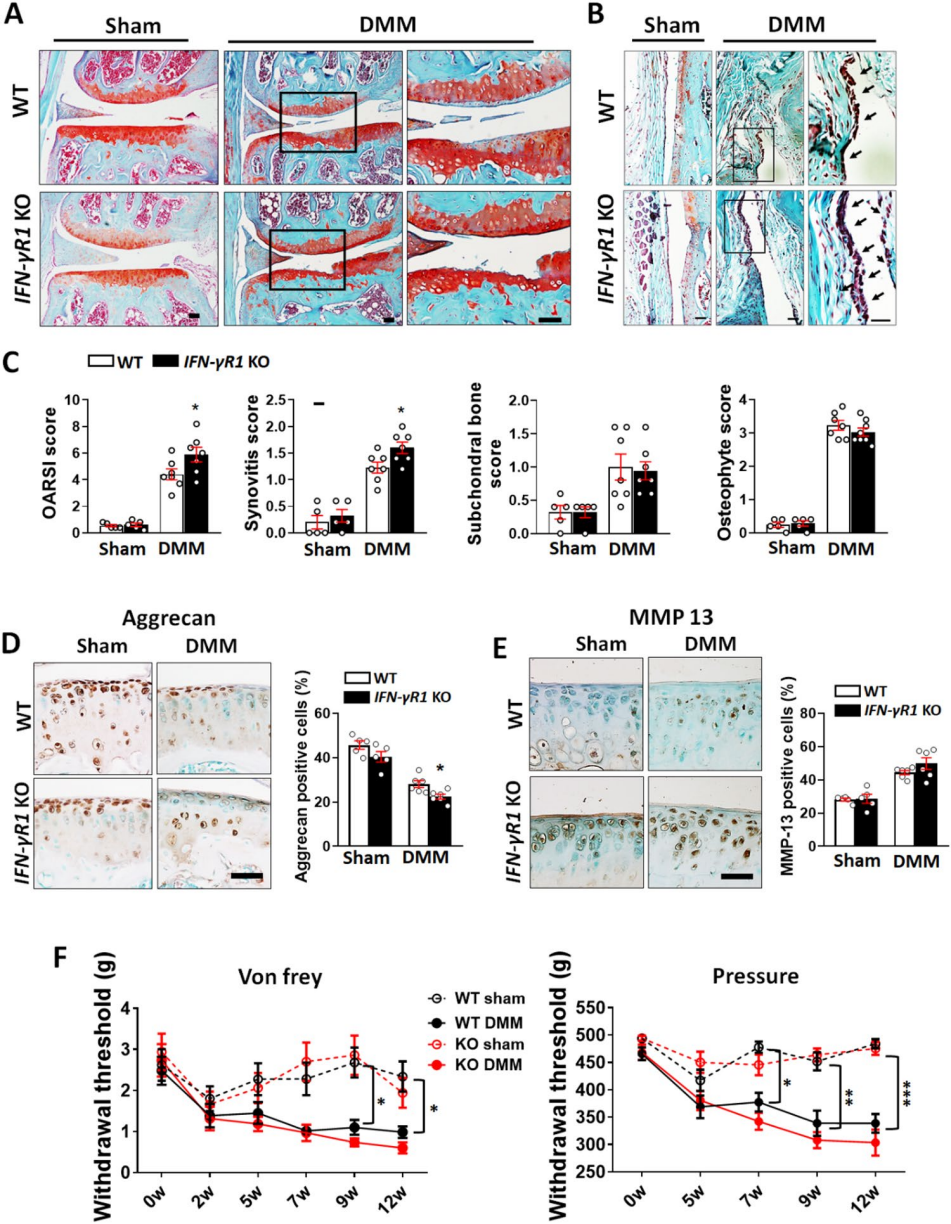
Genetic ablation of IFN-γR1 exacerbated OA pathogenesis in mice after DMM. (**A**) Representative images of safranin-O/fast green-stained sections of the knee joints of WT and IFN-γR1^−/−^ mice after DMM. Boxed areas in the right panel are shown at higher magnification. Scale bar = 50 μm. (**B**) Representative images of the synovium in the knee joint of each group. Boxed areas in the right panel are shown at higher magnification. Arrows indicate increased synovial cell proliferation. Scale bar = 50 μm. (**C**) Quantitative analyses of the Osteoarthritis Research Society International (OARSI), synovitis, subchondral bone, and osteophyte formation scores after DMM in WT and IFN-γR1^−/−^ mice (n = 5–7). (**D**,**E**) Representative images of immunohistochemical staining for aggrecan (**D**) and matrix metalloproteinase (MMP)-13 (**E**) expression in knee sections of WT and IFN-γR1^−/−^ mice after DMM. Quantification of aggrecan- and MMP-13-positive chondrocytes in the articular cartilage of sham-operated and DMM joints (n = 5–6 per group; five sections/mouse). Scale bar = 50 μm. (**F**) Mechanical allodynia was evaluated using the von Frey filament test (left; n = 8–10) and the withdrawal threshold was measured using a pressure algometer (right; n = 6–7) after DMM. Data are shown as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 versus WT sham or WT DMM according to the two-tailed Mann–Whitney U test (**C**), unpaired two-tailed *t*-test (**D**,**E**), and Kruskal–Wallis test with Dunn’s multiple comparison test (**F**).

### Aged IFN-γR1-deficient mice exhibit a more severe OA-like phenotype

Finally, we assessed the contribution of IFN-γR1 to the development of naturally occurring OA in ageing (16-month-old) mice. WT mice displayed proteoglycan loss in the femoral condyle and tibial plateau, osteophyte formation, and subchondral bone thickness (Supplementary Fig. 8A). Notably, IFN-γR1^−/−^ mice tended to exhibit more severe OA phenotypes; they had higher OARSI, synovitis, subchondral bone, and osteophyte scores than WT mice, although the differences were not statistically significant (Supplementary Fig. 8B).

## Discussion

Because previous studies have reported that young mammals have greater cartilage regeneration capacity than adults, we investigated the mechanisms underlying the difference in cartilage self-regeneration capacity between young and adult mice. RNA-seq analysis of cartilage 3 days after FTCI revealed that immune pathway genes, particularly IFN signaling-related genes, were upregulated in young compared to adult mice. IFN-γ increased the proliferation and migration of chondrocytes, and IFN-γR1- and IFN-γ-deficient mice had less capacity for cartilage regeneration. In addition, DMM-induced and age-related OA were exacerbated in IFN-γR1 KO mice.

Accumulating evidence suggests that inflammatory cells and cytokines play integral roles in tissue regeneration. Moreover, IFNs may play a role in tissue regeneration by regulating the immune response. In this study, the expression levels of the antiinflammatory M2 markers arginase-1 and CD206 were significantly elevated, whereas the expression of the proinflammatory M1 marker CD16 was decreased, 3 days after cartilage injury in young compared to adult mice. By contrast, total macrophage accumulation (F4/80) was greater, and the expression of the proinflammatory mediators TNF-α and iNOS was increased in parallel with increases in IFN-γ and IFN-γR1 in regenerating tissue at 3 days after injury in young mice. This suggests that the cartilage repair process in young animals is accompanied by both pro- and antiinflammatory signals, where a fine balance between these two signals may be required for optimal cartilage repair. In a mouse model of cardiotoxin muscle injury, IFN-γ null mice showed impaired muscle healing, which was in turn associated with impaired macrophage function. Moreover, IFNGR-blocking antibodies reduced the proliferation and fusion of muscle cells^33^, suggesting an important role of endogenous IFN-γ signaling in tissue regeneration. By contrast, IFN-γ supplementation exacerbated muscle pathology in mdx mice, a Duchenne muscular dystrophy model, by promoting a cytolytic M1 and suppressing proregenerative M2 macrophages^34^. The discrepant results may be attributable to the use of different disease models (injury vs. genetic), as well as to differences in tissue characteristics and the source of IFN-γ (endogenous vs. exogenous). Our results suggest that the microenvironment of the site of injury can be altered in young mice, leading to rapid inflammatory cell infiltration and the scavenging of dead cells and cellular debris by resident macrophages.

Contradictory results have been reported regarding the role of IFN-γ in tissue regulation. IFN-γ has been reported to inhibit peripheral nerve- and bone marrow mesenchymal cell-based bone regeneration^35,36^. By contrast, IFN-γ-tethered hydrogels promoted tissue repair in a colonic mucosal wound model^37^, whereas IFN-γ blockade exacerbated skeletal muscle inflammation and fibrosis, and also impaired regeneration by inhibiting macrophage accumulation following muscle injury^38^. To the best of our knowledge, the role of IFN-γ signaling in cartilage regeneration has not previously been reported.

Low regenerative capacity of articular cartilage is a major challenge in the treatment of OA. We showed that IFN-γR1 expression is decreased in human and animal OA cartilage, suggesting a role of IFN-γ signaling in the cartilage degeneration characteristic of OA. Most previous studies that have investigated the influence of IFN-γ on chondrocytes and cartilage in vitro have observed catabolic responses, where IFN-γ decreased the viability and proliferation of chondrocytes, promoted the transcription of inflammatory mediators such as TNF-α, IL-6, and matrix-degrading enzymes, and inhibited the expression of aggrecan, decorin, and biglycan core protein in synergy with TNF-α^39–41^. However, a more recent study reported an anti-catabolic effect of IFN-γ on articular cartilage: IFN-γ downregulated MMP synthesis driven by IL-1β and attenuated glycosaminoglycan depletion in bovine articular cartilage co-cultured with synovium^42^. These results suggest that IFN-γ may have multi-faceted functions in the intraarticular microenvironment.

A recent report that compared the proteomic and secretome responses of fetal and adult ovine articular cartilage after injury showed that neutrophil-related and acute-phase proteins were upregulated in adult cartilage, whereas no significant change was observed in fetal cartilage despite a superior regenerative response^12^. IFN-related signals were not detected in adult or fetal cartilage. The difference between these results and those of our study may be attributable to differences in the array methodology, as well as the age and species of animals used in the experiments.

Our study had some limitations. First, we did not duplicate the RNA-seq results in another group of mice due to limited resources. However, most of the upregulated genes were validated by qRT-PCR in an independent set of experiments. Moreover, although we meticulously cleaned and isolated the articular cartilage of each animal, contamination of non-cartilage tissue was inevitable. However, in a chondrocyte-specific INF-γ KO animal model, the regenerative response was impaired, thus confirming the importance of cartilage IFN-γ signaling. Furthermore, we did not perform an experiment involving exogenous supplementation to further evaluate whether IFN-γ enhances cartilage regeneration or abrogates OA in animals. 

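Marker genes of other tissues were examined in the 4 libraries. Of 15 skeletal muscle genes, 14 were at 1 FPKM or more in both sham libraries, and the most abundant by the mean of the 4 libraries, Acta1, was at 188.7 FPKM in young sham, 181.6 in young injured, 499.7 in adult sham and 98.0 in adult injured cartilage. Hba-a2, an erythroid gene, was at 8272, 15321, 3584 and 2811 FPKM in the same order. It shares sequence with Hba-a1, and the 2 genes summed to 9365, 17345, 4042 and 2910 FPKM. Of 15 neutrophil genes, 14 were at 1 FPKM or more in both sham libraries, S100a9 at 500.2 and 695.8 FPKM. Lyz2, an abundant macrophage gene, was at 141.5 and 183.2 FPKM in young and adult sham and at 1271 and 1090 FPKM in young and adult injured cartilage. None of 11 T cell and NK cell genes reached 1 FPKM in both sham libraries. Of 10 B cell genes, 5 did, and Cd79b was at 19.1 FPKM in young and 5.59 FPKM in adult sham cartilage. The bone gene Ibsp was at 368.9 FPKM in young and 4136 FPKM in adult sham cartilage, but hypertrophic chondrocytes also express it. The adipocyte gene Fabp4 was at 30.0 and 27.3 FPKM, and the endothelial gene Plvap at 5.78 and 7.61 FPKM.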

Considering the differences in endogenous and exogenous IFN-γ signaling in muscle injury models, a supplementation experiment might have provided different results. Thus, the detailed mechanisms underlying the effects of IFN-γ signaling pathway should be further examined to confirm its therapeutic potential; this will be the goal of our future studies. Although we demonstrated that IFN-γ promotes chondrocyte migration and proliferation, we did not assess its influence on other factors involved in the regeneration microenvironment, such as bone marrow mesenchymal stem cells and synoviocytes. 

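In the direct comparison of the injured libraries, all 29 genes of the type I IFN list that were above 0 in at least 1 library were higher in young than in adult mice, and this held after each of the 3 ways of rescaling the libraries. The smallest log2 ratio was 0.25. At least 2-fold higher were 6 of the 29 genes. After injury, 22 genes of the list rose at least 2-fold in young and 11 in adult mice, and 23 and 18 on the TPM scale. Ifi27l2a, the most abundant, rose from 12.0 to 86.0 FPKM in young and from 20.9 to 53.6 FPKM in adult cartilage. Irf9 rose from 7.98 to 18.0 FPKM and from 6.15 to 12.7 FPKM. Ifit3 rose from 1.84 to 24.6 FPKM in young and from 9.93 to 12.3 FPKM in adult cartilage, but shares 61.8% of its sequence words with other genes. For adult against young sham cartilage the median log2 ratio of the list was −0.08, where matched random lists had −0.33, and its members ranged from −1.86 to 1.94. This median changed sign to 0.06 after median-of-ratios scaling and 0.09 after quantile normalization. Most of these genes were low in uninjured cartilage, where 13 of the 30 genes on the list were at 1 FPKM or more in both sham libraries.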

Finally, although type 1 IFN in cartilage is differentially upregulated between young and adult mice, this was not evaluated in our study.

In conclusion, our study elucidates the functional role of IFN-γ signaling in cartilage regeneration. The results indicate that enhanced IFN-γ signaling could overcome the limited self-repair ability of cartilage and thus aid the treatment of OA.

### Supplementary Information

Supplementary Information.

## Data Availability

All processed data are available in the figures of the manuscript. All raw data that support the findings of this study are available from the corresponding authors upon request.

# Supplementary material for: Interferon-gamma signaling promotes cartilage regeneration after injury
**Source:** Sci Rep. 2024 Apr 5;14:8046. doi: 10.1038/s41598-024-58779-0
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Interferon-gamma signaling promotes cartilage regeneration after injury**

Ju-Ryoung Kim, PhD<sup>1,3,4</sup>, Bong-Ki Hong<sup>3,4</sup>, Thi Hong Nhung Pham<sup>1,2</sup>, Wan-Uk Kim<sup>3,4</sup>, Hyun Ah Kim, MD, PhD<sup>1,2\*</sup>

<sup>1</sup>Division of Rheumatology, Department of Internal Medicine, Hallym University Sacred Heart Hospital, Kyunggi, 14068, Korea, <sup>2</sup>Institute for Skeletal Aging, Hallym University, Gangwon-do 24252, Korea, <sup>3</sup>Division of Rheumatology, Department of Internal Medicine, School of Medicine, The Catholic University of Korea, Seoul 06591, Korea, <sup>4</sup>Center for Integrative Rheumatoid Transcriptomics and Dynamics, School of Medicine, The Catholic University of Korea, Seoul 06591, Korea

Name: Hyun Ah Kim

## **Materials and Methods**

**The cartilage repair, Osteoarthritis Research Society International (OARSI), synovitis, subchondral bone, and osteophyte scoring systems.** All scoring were performed independently by two blinded observers. The cartilage repair scoring as follows<sup>1</sup>, in the category of cell morphology, 4, hyaline cartilage; 3, mostly hyaline cartilage; 2, mostly fibro cartilage; 1, mostly non-cartilage; 0, non-cartilage only, in the category of matrix staining, normal; slightly reduced; markedly reduced, no staining, in the surface regulatory, smooth 100-75%; moderate 75-50%; irregular 50-25%; no staining, in the category of thickness of cartilage, >2/3 depth; 1/3-2/3 depth; <1/3 depth, in the integration with naïve cartilage, both edges integrated; one edge integrated; neither edge integrated. The OARSI scoring as follows<sup>2</sup>, 0, normal; 0.5, loss of Safranin-O with no structural lesions; 1, small fibrillations with roughened articular surface; 2, vertical clefts down to the layer immediately below the superficial layer and some loss of surface lamina; 3, vertical clefts/erosion to the calcified cartilage extending to < 25% of the articular surface; 4, vertical clefts/erosion to the calcified cartilage extending to 25–50% of the articular surface; 5, vertical clefts/erosion to the calcified cartilage extending to 50–75% of the articular surface; and 6, vertical clefts/erosion to the calcified cartilage extending to > 75% of the articular surface. The synovitis score was carried out according to the two synovial membrane features including synovial lining cell layer and inflammatory infiltrate, ranking the changes being on a scale from none (0: one layer of lining cells and no inflammatory infiltrate), slight (1: 2-3 layers of lining cells and few mostly perivascular situated lymphocytes) and moderate (2: 4-5 layers of lining cells and numerous lymphocytes or plasma cells) to severe (3: the lining may be ulcerated, more than 5 layers and dense band-like inflammatory infiltrate)<sup>3</sup>. The subchondral bone was scored as follows<sup>4</sup>, 0, less subchondral bone thickness than articular cartilage thickness in the load bearing area; 1, equal

subchondral bone thickness to articular cartilage thickness in the load bearing area; 2, greater subchondral bone thickness to articular cartilage thickness in the load bearing area. The osteophyte formation was scored as follows<sup>5</sup>, 0, none; 1, formation of cartilage-like tissues; 2, increase in cartilaginous matrix; 3, endochondral ossification.

Table S1. Primer sequences for mouse genes analyzed by qRT-PCR

| Gene     | Primer sequence (5'-3')                 |
|----------|-----------------------------------------|
| GAPDH    | Forward- CAT GGC CTT CCG TGT TCC        |
|          | Reverse- GCG GCA CGT CAG ATC CA         |
| Aggrecan | Forward- GGA CAG GCT GGC TGA AGA        |
|          | Reverse- GAG ACC CCT GGG AAG GAA        |
| Col2a1   | Forward- GTG TGT GTG ACA CTG GGA ATG TC |
|          | Reverse- GGT TGA GGC AGT CTG GGT CTT    |
| Sox9     | Forward- CGG CTC CAG CAA GAA CAA G      |
|          | Reverse- GCG CCC ACA CCA TGA AG         |
| IFNGR1   | Forward- TGT AGC CTC ACC GCC TAT CAC    |
|          | Reverse- GAT CCC ACG AGG CCA CTG T      |
| IFNG     | Forward- TTG GCT TTG CAG CTC TTC CT     |
|          | Reverse- TGA CTG TGC CGT GGC AGT A      |
| Ccl6     | Forward- CCA GTG GTG GGT GCA TCA A      |
|          | Reverse- GGG TTC CCC TCC TGC TGA TA     |
| Slc11a1  | Forward- CAG CTG TCA TGC AGG AGT TTG    |
|          | Reverse- TGC ACG AAG TGA TGG CTT TG     |
| Ifitm3   | Forward-GCC CCC AAA CTA CGA AAG AAT     |

|        |                                         |
|--------|-----------------------------------------|
|        | Reverse-GCG GTG CCC CCA TCT C           |
| Mrc1   | Forward-CCC AAG GGC TCT TCT AAA GCA     |
|        | Reverse-CGC CGG CAC CTA TCA CA          |
| Bst2   | Forward- TGG CGC CCT CTT TCT ATC AC     |
|        | Reverse- CCC CCC CAT CTC ATC CA         |
| Ifitm6 | Forward- GGC TGC TGC CTG GGT TT         |
|        | Reverse- TCT TCC GGT CCC TGG ACT T      |
| Isg15  | Forward- AAG AAG CAG ATT GCC CAG AA     |
|        | Reverse- TCG CTG CAG TTC TGT ACC AC     |
| MyoD88 | Forward-TCG ATG CCT TCA TCT GCT ATT G   |
|        | Reverse- CGG ATC ATC TCC TGC ACA AA     |
| Stat1  | Forward-CTC TGG AAT GAT GGG TGC ATT     |
|        | Reverse-TTG AGC AGA GCG CGT TCT C       |
| Capg   | Forward-GCC TCA AGT ACC GGG AAG GT      |
|        | Reverse-GCG CCC GAG GTT GTC TT          |
| Trex1  | Forward- ACT GCA GTG GGT GGA CGA A      |
|        | Reverse-TGC CGT ACA TGG GCT TGA C       |
| Ifitm1 | Forward-GCA GCA AGA GGT GGT TGT ACT G   |
|        | Reverse- TGG TGG CTG TCG CAG AAG T      |
| Irf7   | Forward- AAA TGC TGG GCT CCA AAC C      |
|        | Reverse- GAG GTC CCC GGC ATC AC         |
| Vim    | Forward-GAG AGA GGA AGC CGA AAG CA      |
|        | Reverse- GCC AGA GAA GCA TTG TCA ACA TC |

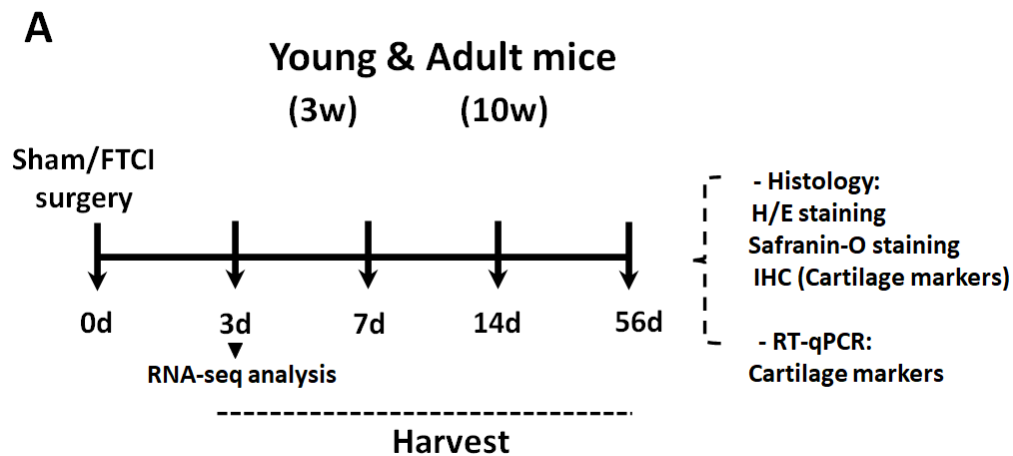

Supplementary figure 1. Experimental design for the induction of cartilage injury by full-thickness cartilage injury in young and adult mice. A, Three-week -old (young) or ten-week old (adult) male C57BL/6 mice were subjected to FTCI and assessment of cartilage regeneration was performed at 3, 7, 14, and 56 days post FTCI using a histological scoring system, proteoglycan staining, and chondrogenic marker staining and gene expression analysis.

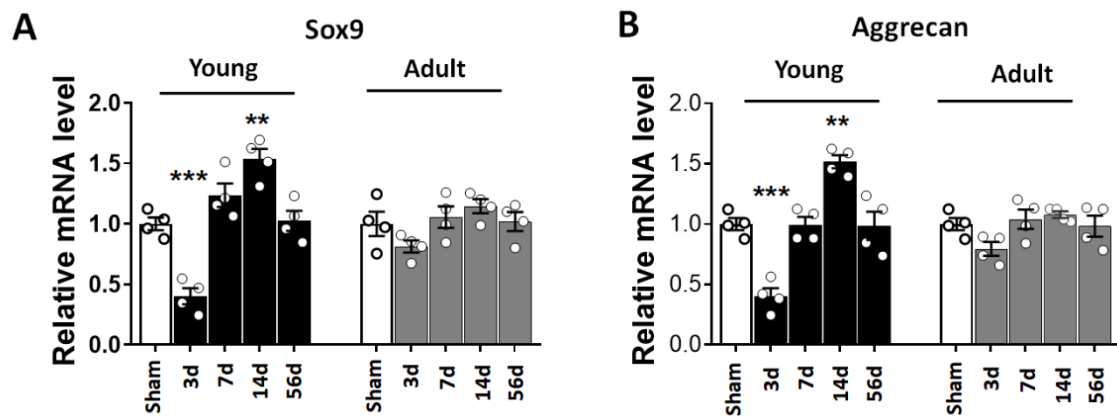

Supplementary figure 2. Expression of sox9 (A) and aggrecan (B) mRNA in the cartilage from young and adult mice after FTIC, as determined by real-time qRT-PCR. RNA was isolated from the cartilage following FTIC or from uninjured mice at each time point. For each group, cartilages were pooled from 2 sets of 10 mice before RNA extraction. The expression of glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA was used for normalization of data. Target gene expression are normalized by sham group at each time point and only one sham is represented as all shams have the same value at each time point. Data represent the fold increase in gene expression levels and shown as means  $\pm$  SEMs of duplicate experiments from each set. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$  vs. sham control group by one-way ANOVA with Tukey's multiple comparisons test.

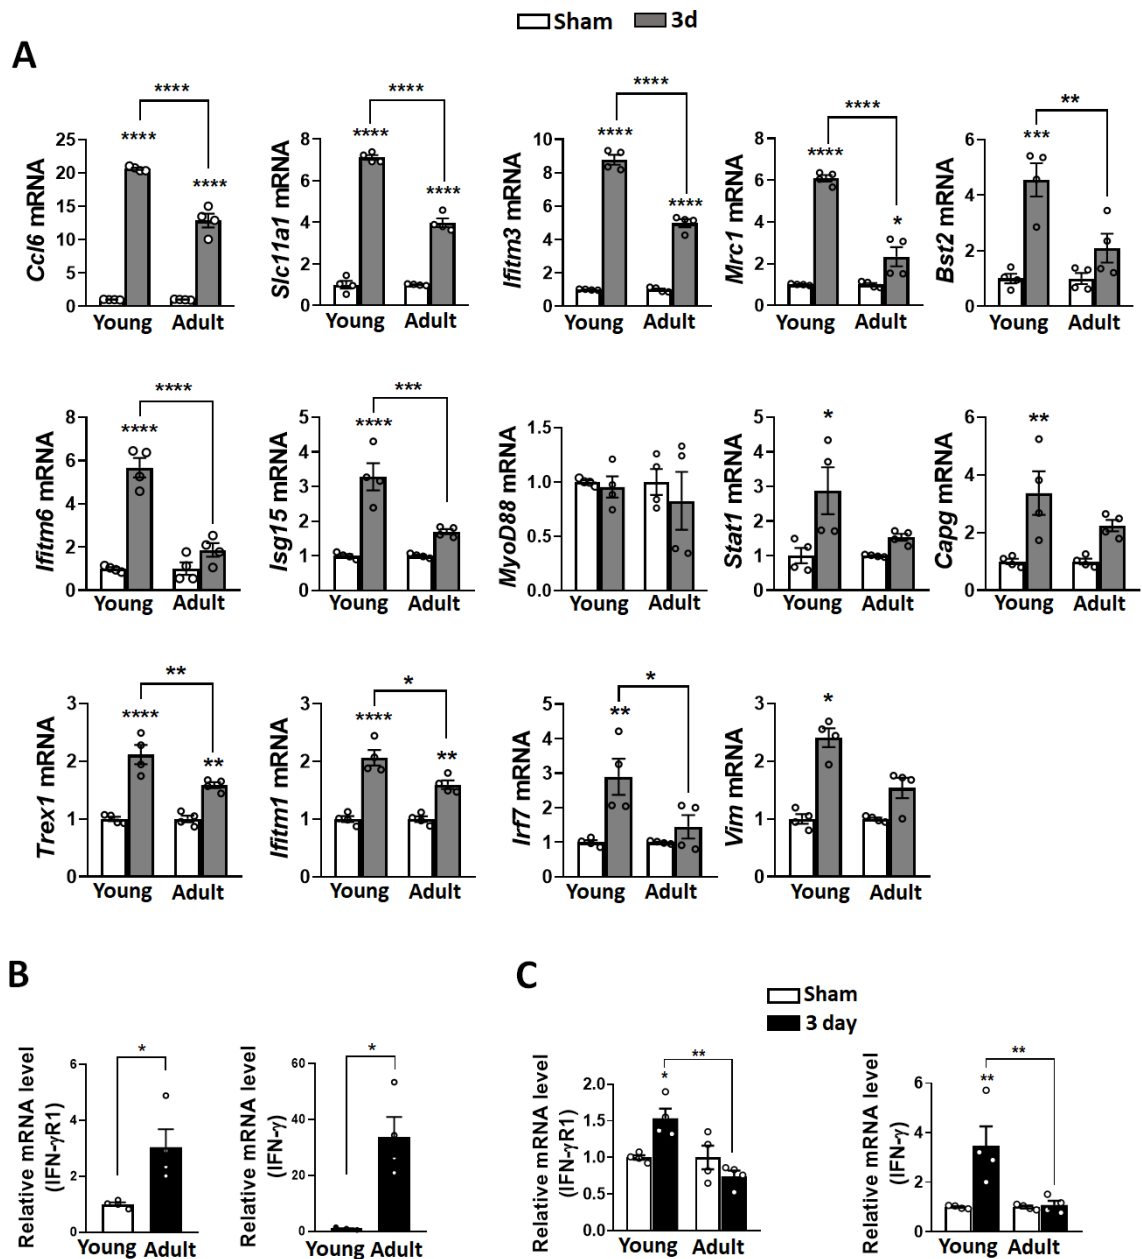

Supplementary figure 3. RT-qPCR validation of the expression of IFN- $\gamma$  signaling pathway related genes from the RNA-seq data. For the validation, new RNA samples were extracted from a different set of cartilages at 3 days following FTCI or from sham mice. The injured femoral cartilages were pooled from at least 10 mice before RNA extraction and mRNA levels were analyzed by qRT-PCR. **A**, Expression levels of IFN- $\gamma$  signaling pathway-associated genes. **B**, Expression levels of IFN- $\gamma$ R1 and IFN- $\gamma$  mRNA in young and adult uninjured mice (n=10

for each group). C, Expression levels of mRNA IFN- $\gamma$ R1 and IFN- $\gamma$  mRNA in young and adult mice after FTCI injury (n=10 for each group). Data are normalized to the expression of GAPDH mRNA and shown as means  $\pm$  SEMs of duplicate experiments. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, \*\*\*\*P < 0.0001 vs. sham control group. Statistical analyses were conducted using one-way ANOVA with Tukey's multiple comparisons test (A, all gens except for *Vim* and C) and Kruskal–Wallis test with Dunn's multiple comparisons test (A, for *Vim* ) and unpaired two-tailed *t*-tests (B).

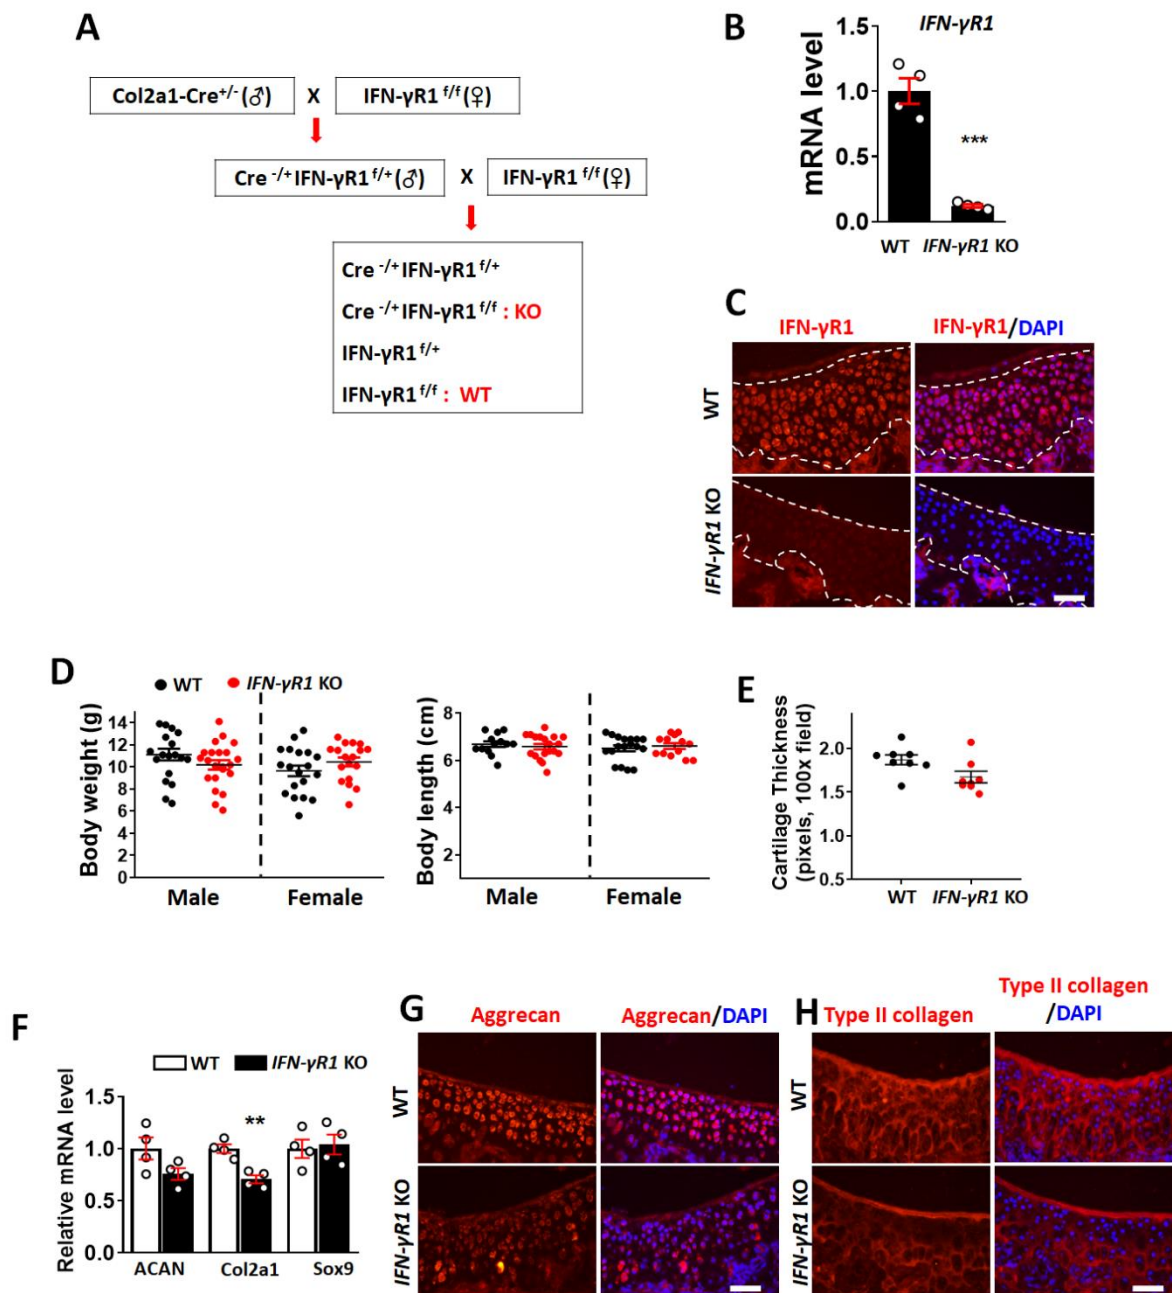

Supplementary figure 4. Generation of cartilage-specific IFN- $\gamma$ R1 knockout mice and characterization of the newborn littermates at 3-week-old **A**, Breeding scheme used to generate Col2a1- specific IFN- $\gamma$ R1 knockout mice. **B**, Quantitative analysis of IFN- $\gamma$ R1 transcript from pooled medial or lateral tibial and femoral cartilage of WT (n=10) and IFN- $\gamma$ R1<sup>-/-</sup> (n=10) mice by qRT-PCR. **C**, Representative image of immunofluorescence staining for IFN- $\gamma$ R1 in WT

and IFN- $\gamma$ R1<sup>-/-</sup> knee section. Scale bars=50  $\mu$ m. Note the decrease in IFN- $\gamma$ R1 expression in the articular cartilage, but not in subchondral bone from IFN- $\gamma$ R1<sup>-/-</sup> mice. **D**, (Left) Body weight of WT (n=17 for male and n=19 for female) and IFN- $\gamma$ R1<sup>-/-</sup> (n=21 for male and n=18 for female) mice. (Right) Body length of WT (n=13 for male and n=18 for female) and IFN- $\gamma$ R1<sup>-/-</sup> (n=19 for male and n=13 for female). No difference was observed between genotypes or sex. **E**, Quantification of the articular cartilage thickness of the trochlear groove from WT and IFN- $\gamma$ R1<sup>-/-</sup> mice (n=7~8). Measurements from the subchondral bone to the articular cartilage surface were done at 3 points and averaged. Slight decrease in cartilage thickness was exhibited in IFN- $\gamma$ R1<sup>-/-</sup> mice. **F**, mRNA expression of aggrecan, Col2a1 and Sox9 from pooled medial or lateral tibial and femoral cartilage in WT and IFN- $\gamma$ R1<sup>-/-</sup> mice (n=10 for each group). **G**, **H**, Representative image of immunofluorescence staining for aggrecan (G) and Col2a1 (H) in WT and IFN- $\gamma$ R1<sup>-/-</sup> knee section. Scale bars=50  $\mu$ m. Transcript data are normalized to the expression of GAPDH mRNA and shown as means  $\pm$  SEMs of duplicate experiments. \*\*P < 0.01, \*\*\*P < 0.001 vs. compared with WT control group according to unpaired two-tailed *t*-tests.

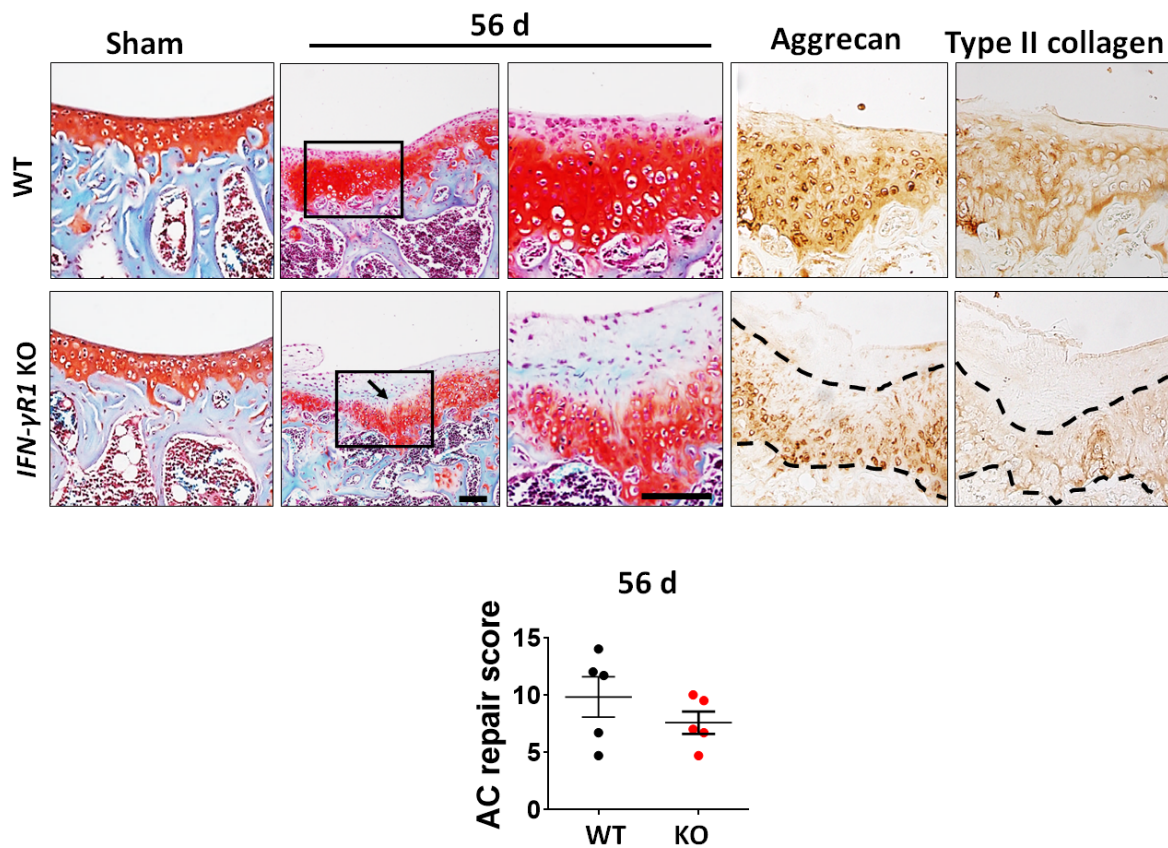

Supplementary figure 5. Genetic ablation of INF- $\gamma$ R1 delays cartilage regeneration after full thickness cartilage injury in 3-week-old mice. (Upper panels) Cartilage defect or regeneration was visualized by safranin-O/fast green staining at 56 days after injury in WT and IFN- $\gamma$ R1<sup>-/-</sup> mice. Boxed areas are shown at higher magnification. Complete hyaline cartilage was formed in WT mice, while IFN- $\gamma$ R1<sup>-/-</sup> mice exhibited fibrocartilage formation. Representative images of immunohistochemical staining for aggrecan and Col2a1 in the regenerating cartilage from WT and IFN- $\gamma$ R1<sup>-/-</sup> mice after injury. Arrows represent cartilage injury site. Dashed lines indicate cartilage part. Scale bars=50  $\mu$ m. (Lower panels) Histological cartilage repair score was quantified (n=5 for each group, three sections/mouse). Data are shown as means  $\pm$  SEMs.

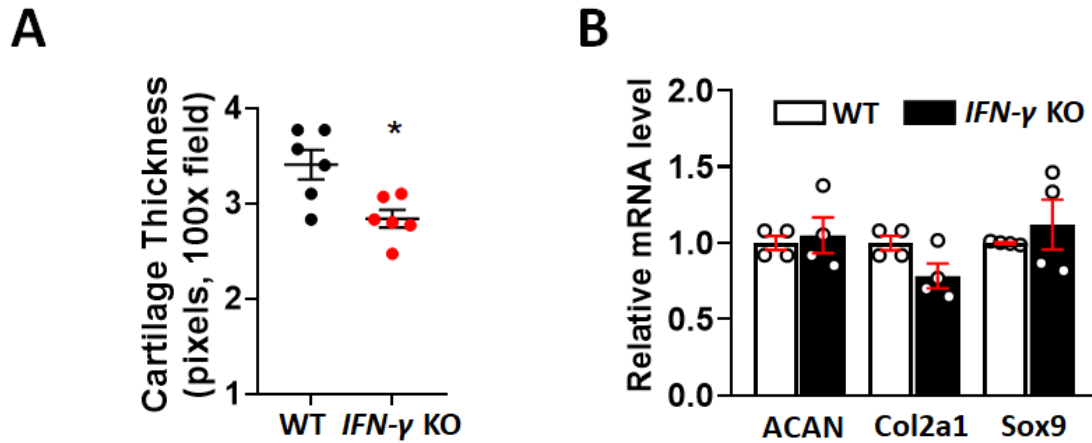

Supplementary figure 6. characterization of 5-week-old  $IFN-\gamma$  knockout mice. **A**, Quantification of the articular cartilage thickness of the trochlear groove from WT and  $IFN-\gamma^{-/-}$  mice (n=6). Quantification of the articular cartilage thickness of the trochlear groove from WT and  $IFN-\gamma R1^{-/-}$  mice (n=6). Measurements from the subchondral bone to the articular cartilage surface were done at 3 points and averaged. Significant decrease in cartilage thickness was exhibited in  $IFN-\gamma^{-/-}$  mice. **B**, Quantitative analysis of aggrecan, Col2a1 and Sox9 transcripts from pooled medial or lateral tibial and femoral cartilage in WT and  $IFN-\gamma R1^{-/-}$  mice (n=10 for each group) by qRT-PCR. Data are normalized to the expression of GAPDH mRNA and shown as means  $\pm$  SEMs of duplicate experiments.

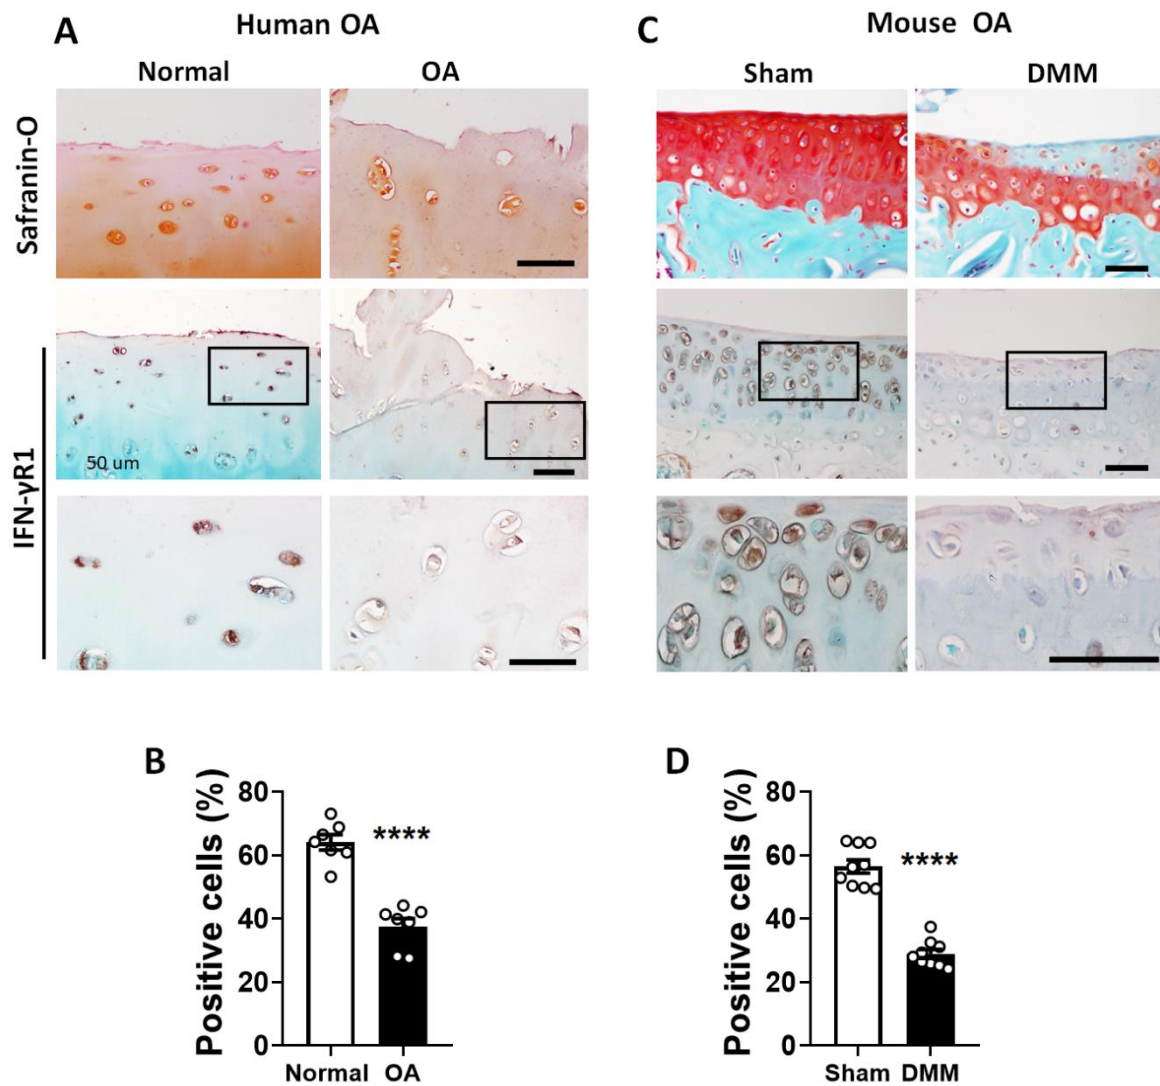

Supplementary figure 7. IFN- $\gamma$ R1 expression was downregulated in osteoarthritis (OA) cartilage. (A) Representative images of safranin-O staining (top) and immunostaining (bottom) for IFN- $\gamma$ R1 in normal and OA cartilage from human patients. (B) Quantification of IFN- $\gamma$ R1-positive chondrocytes as a proportion of total chondrocytes in normal and OA human articular cartilage tissues (normal cartilage,  $n = 7$ ; OA cartilage,  $n = 7$ ). (C) Representative images of safranin-O staining (top) and immunostaining (bottom) for IFN- $\gamma$ R1 in mouse cartilage after sham surgery or destabilization of the medial meniscus (DMM). (D) Quantification of IFN- $\gamma$ R1-positive chondrocytes in the articular cartilage of sham-operated and DMM joints ( $n = 5$ –

6 per group; seven sections/mouse). Scale bar = 50  $\mu\text{m}$ . Data are shown as mean  $\pm$  SEM. \*P < 0.0001 versus the normal cartilage or sham control group (unpaired two-tailed *t*-test).

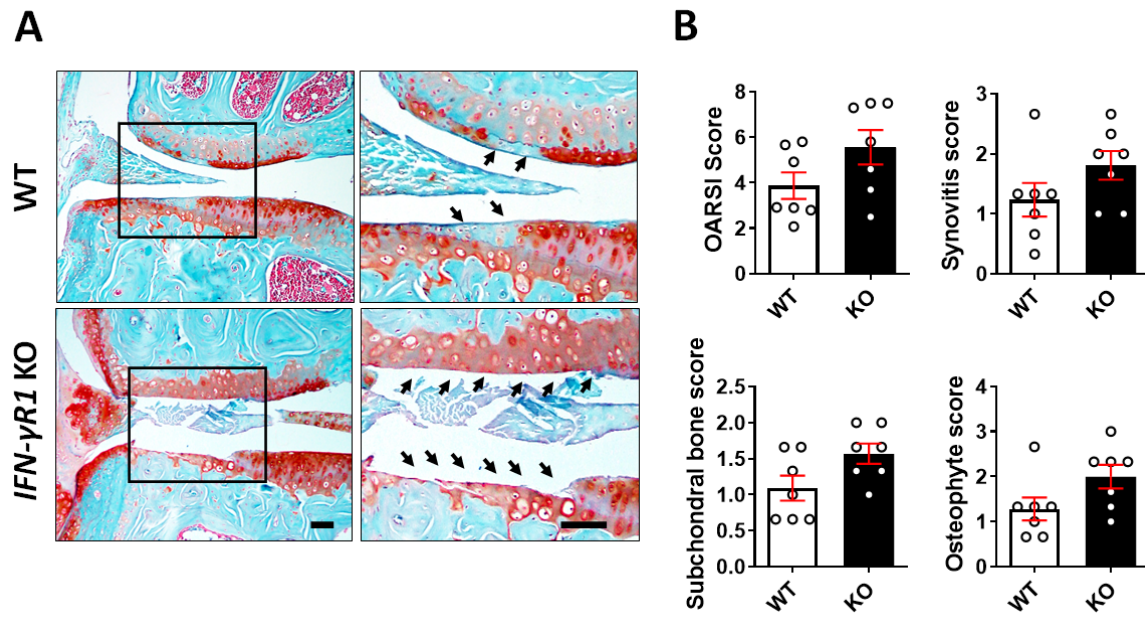

Supplementary figure 8. Aged IFN- $\gamma$ R1 deficient mice exhibit severer OA-like phenotype. **A**, Representative images of safranin-O/fast green stained sections of the knee joints of WT and IFN- $\gamma$ R1<sup>-/-</sup> mice at 16-month-old. Boxed areas are shown at higher magnification in the right panel. Arrows indicate areas of cartilage degeneration including proteoglycan loss and cartilage erosion. Scale bars = 50  $\mu$ m. **B**, Quantitative analyses of the OARSI score, synovitis score, subchondral bone score, and osteophyte formation in WT and IFN- $\gamma$ R1<sup>-/-</sup> mice. (n = 7. 6~7 sections/mouse).

## References

- 1 Matsuoka, M. *et al.* An Articular Cartilage Repair Model in Common C57Bl/6 Mice. *Tissue Eng Part C Methods* **21**, 767-772, doi:10.1089/ten.TEC.2014.0440 (2015).
- 2 Glasson, S. S., Chambers, M. G., Van Den Berg, W. B. & Little, C. B. The OARSI histopathology initiative - recommendations for histological assessments of osteoarthritis in the mouse. *Osteoarthritis Cartilage* **18 Suppl 3**, S17-23, doi:10.1016/j.joca.2010.05.025 (2010).
- 3 Krenn, V. *et al.* Synovitis score: discrimination between chronic low-grade and high-grade synovitis. *Histopathology* **49**, 358-364, doi:10.1111/j.1365-2559.2006.02508.x (2006).
- 4 Furman, B. D. *et al.* Joint degeneration following closed intraarticular fracture in the mouse knee: a model of posttraumatic arthritis. *J Orthop Res* **25**, 578-592, doi:10.1002/jor.20331 (2007).
- 5 Kamekura, S. *et al.* Osteoarthritis development in novel experimental mouse models induced by knee joint instability. *Osteoarthritis Cartilage* **13**, 632-641, doi:10.1016/j.joca.2005.03.004 (2005).

How the deposited data were processed for this re-analysis (not part of the article)

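The data are 4 RNA-seq libraries of mouse articular cartilage, from young sham, young injured, adult sham and adult injured joints, each made from 1 pool of mice. The authors deposited FPKM for each gene and library, calculated on mm10 from paired-end, strand-specific libraries of poly-A selected RNA. FPKM already include a division by transcript length and by the number of mapped fragments of the library. The paper's text does not name the aligner, the counting program, the method for calling differentially expressed genes or its cutoff. All 24532 genes were read, and each of the 4 columns was matched to its library by name.

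The log2 ratio of FPKM + 1 was calculated for 3 comparisons, which were injured against sham cartilage in young and in adult mice, and adult against young sham cartilage. Injured cartilage was also compared between the ages. With 1 library per group, no p-value across genes was calculated, and no standard deviation can be given. A gene counted as changed at 2-fold or more. For lists of genes, the median log2 ratio was set against 10000 random lists of the same size, each member drawn from the 200 genes nearest in mean expression. The resulting percentile describes these libraries only. Intervals of list medians are 95% bootstrap intervals over list members.

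The threshold, the pseudocount, the gene lists and the alternatives were chosen before the data were examined, with 1 exception given with its values. The alternatives were a pseudocount of 0.1 or 5 FPKM, a filter of at least 1 FPKM in 1 or more libraries, rescaling of FPKM to the same sum in each library (TPM), median-of-ratios scaling, quantile normalization, and thresholds of 1.5-fold and 3-fold. The genes named in the text are those the paper names for its RNA-seq or measured by qRT-PCR, members of the lists, and, among genes with a mean of at least 5 FPKM, the 5 with the largest rise and the 5 with the largest fall in each injury comparison and the 5 with the largest difference between the ages each way. Other names were chosen after their values were seen and are marked so. Besides the genes of Fig. 3E, the legible genes of Fig. 3D and the 14 genes of Supplementary Fig. 3A, the lists cover type I and type II IFN response genes and markers of macrophages, neutrophils, B cells, T and NK cells, erythroid cells, muscle, osteoblasts, osteoclasts, endothelium, adipocytes, fibroblasts, chondrocytes, hypertrophic chondrocytes and proliferating cells, with housekeeping genes and sex-linked genes for comparison. The Immune System and other Reactome sets came from the R package fgsea 1.28.0, and 6855 genes of the table belonged to at least 1 of 1444 sets. The paper's Gene Ontology enrichment and protein network were not repeated here. The values of 1 gene are not reported here.

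Sequence shared between genes was measured as the share of a gene's 31-base transcript words that also occur in another gene, for 21366 genes with a transcript in the reference, and 50% or more was taken as a near-identical copy. Coordinates were taken from a RefSeq gene table of GRCm38.p6. The depth of the libraries was read only from the steps of the lowest FPKM and is conditional on 1 step being 1 fragment. The scripts were tested on simulated data made from the same 24532 genes, where all 200 genes changed by a known fold were recovered with 0 others, and 19 of 200 unchanged lists fell in the outer 10% of the random lists. The simulated changes were well above 2-fold, in genes with a mean of at least 5 FPKM and with little noise. The recovery therefore checks the calculation and gives no error rate for the 2-fold calls. Calculations were done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot with matplotlib 3.10.9.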

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

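The tests of explanations in this part were chosen only after the result was seen, and every value rests on 1 library per group. Age, injury and the pooling of different mice stay open as untested biological differences in each case.

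Muscle genes fell after injury in adult cartilage, a signal outside the genes the paper discusses. The median log2 ratio of the 15 genes was −1.83 in adult and −0.10 in young mice, and 12 genes were at least 2-fold lower in the adult. A candidate explanation is muscle tissue in the adult sham pool. Of the 15 genes, 13 had their highest FPKM in that library, Atp2a1 at 50.8 against at most 13.2 FPKM and Tnnc2 at 298.3 against at most 85.7 FPKM elsewhere, and the exceptions were Tnni2 and Pvalb. The young sham library held these genes too, so the adult fall may reflect how cleanly 1 pool was dissected.

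Erythroid genes moved in opposite directions at the 2 ages, with median log2 ratios of 0.54 in young and −0.28 in adult mice and a median difference of 0.66 that was not tested. Of the 10 genes, 4 share more than 50% of their sequence words with other genes, and without those the difference was 0.42. More marrow blood in one library of each pair would also move the B cell genes, which had a median of 0.46 in adult injured cartilage, and the neutrophil genes, which rose at both ages. The B cell genes are few and low in adult cartilage, so a different amount of blood and a change in the makeup of the marrow cells cannot be told apart.

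Chondrocyte genes also moved apart, with medians of −0.28 in young and 0.33 in adult mice and a difference of −0.72, which was not tested. Whether the adult value comes from the scaling between the libraries stays open. After median-of-ratios scaling it was 0.0022, but after quantile normalization, which also removes the general shift, it was 0.31, and on the TPM scale 0.44. The members went both ways in adult mice. Cytl1 fell by 2.26 and Chad fell by 1.31 on the log2 scale, while Acan rose by 1.38. Infiltrating cells that dilute the chondrocytes would lower the list at both ages, and the adult median of 0.33 does not decide this because its interval reaches from −0.31 to 0.70. Of the 20 genes, 19 were at 1 FPKM or more in both sham libraries and 3 were also measured by the study.

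Markers of several other cell types rose. The osteoclast genes had a median log2 ratio of 1.70 in adult and 0.96 in young mice, with Acp5 rising from 178.6 to 713.2 FPKM in adult cartilage. Endothelial genes rose by 1.69 in young and 1.30 in adult mice, with Plvap at 25.0 and 30.0 FPKM after injury. Fibroblast genes rose by 1.38 in adult mice, over an interval from −0.04 to 2.06, and Dcn reached 5555 FPKM. Genes of proliferating cells rose by 1.09 in adult mice, with Top2a going from 2.69 to 8.89 FPKM. The numbers of these genes at 1 FPKM or more in both sham libraries were 6 of 9, 7 of 11, 12 of 12 and 12 of 14. The general upward shift of the adult comparison accounts for a part at most, since after quantile normalization the adult medians were 1.43, 0.96, 1.17 and 0.74. Whether these cells belong to the repair tissue or to neighbouring bone and marrow was not tested.

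Vim differed in direction between the ages, with log2 ratios of 1.15 in young and −0.62 in adult mice, a difference of 1.78 that was not tested. Its level in adult sham cartilage was already above that of young injured cartilage. Scaling is unlikely to be the whole cause, because the adult ratio was −0.96 after median-of-ratios scaling and −0.32 after quantile normalization.

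In total, 11 genes with a mean of at least 5 FPKM changed at least 2-fold in opposite directions, a difference that was not tested. They were Cnbp, Matn1, Grem1, Scoc, Zfp266, Idi1, Angptl7, Mir703, Hbb-bs, Mir5625 and Mir8114, and those outside the naming rule were chosen after their values were seen. Matn1, a cartilage matrix gene, had log2 ratios of −1.01 in young and 2.28 in adult mice, Grem1 1.17 and −1.29, and Angptl7 1.31 and −2.68. Reads of near-identical copies assigned differently between libraries may account for a part of such differences. Among the genes with sequence whose log2 ratios differed by 3 or more between the ages, 47.4% shared at least 50% of their words with another gene, against 1.06% of 7915 background genes.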

How the results depend on the processing

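Of the alternatives, 1 was chosen only after seeing the data, the rescaling of FPKM to the same sum of all genes but the 10 most abundant of each library. No paired analysis was possible because each group is 1 library.

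The median log2 ratios of the Fig. 3E, type II IFN, type I IFN and macrophage lists stayed above 0 at both ages with either pseudocount, the filter, the TPM scale, median-of-ratios scaling and quantile normalization. The type I IFN median was larger in young than in adult mice in each of these settings, with median differences between 0.40 and 0.87, and the median difference of the Fig. 3E genes lay between 0.24 and 0.69. The filter of 1 FPKM left the numbers of changed genes as they were, since a 2-fold change on the scale of FPKM + 1 already needs 1 FPKM.

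A pseudocount of 0.1 FPKM gave 2585 changed genes in young, 3538 in adult and 4880 between sham libraries, 7232 in any and 370 raised in young only. The Fig. 3E medians became 1.92 in young and 1.57 in adult mice, the type II medians 1.35 and 1.14, and the type I medians 2.68 and 1.36. A pseudocount of 5 FPKM gave 422, 562, 895, 1404 and 108 genes in the same order, an Immune System share of 18.5%, and medians of 1.01 and 0.77 for the heatmap genes, 0.63 and 0.37 for type II, 0.82 and 0.38 for type I and 2.28 and 1.76 for the macrophage genes. For the counts and medians the construction of the ratio shows the cause, since a larger pseudocount pulls genes with low FPKM toward 0. The cause of the higher share was not tested.

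A threshold of 1.5-fold gave 2601 genes in young, 3982 in adult, 5749 between shams, 7968 in any and 312 raised in young only. A threshold of 3-fold gave 417, 526, 688, 1226 and 106, with an Immune System share of 18.9%. The counts follow from the threshold, and the cause of the higher share was not tested.

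Rescaling to the same sum (TPM) gave 2319 changed genes in adult cartilage and a Fig. 3E median of 1.57 in adult mice. Median-of-ratios scaling gave adult medians of 1.08 for the heatmap genes and 0.66 for the type I genes. It gave 191 genes raised in adult only in place of 341, below the 215 raised in young only. It reversed the adult direction of the housekeeping list, from 0.16 to −0.16, and of Egfr, from 0.13 to −0.18. Quantile normalization gave adult medians of 1.05 and 0.53 for the same lists, 168 genes raised in adult and 214 in young only, a Fig. 3E difference of 0.69, and −0.16 for Egfr in adult mice. Median-of-ratios scaling lowers all adult ratios together by construction. Quantile normalization does not move genes alike, and the cause of its changes was not tested. On the TPM scale all values are larger than the FPKM, so the added 1 weighs less, which raises the counts by construction. The scaling between the libraries changed as well, and these parts were not separated. Leaving the 10 most abundant genes out of the sum gave 743 genes higher and 1269 lower in adult sham than in young sham cartilage.

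Of 894 values of single named genes under the alternatives, 739 stayed close to the reported value, 153 moved by more than 0.5 or crossed 2-fold, and 2 reversed. Of 258 values of other lists, 222 stayed within their interval, 35 moved and 1 reversed. The depth limits genes near 0. Ifng, for example, was listed at 0 in 3 libraries and at 0.032 FPKM in adult injured cartilage, so its response was not detectable.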

Differences from the paper's values

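The number of genes changed in any of the 3 comparisons was 3632, and the paper's number of differentially expressed genes is 2853. The values lie within 1.5 times of each other. Of the alternatives set before the data were examined, quantile normalization of the libraries came closest, with 2932 genes, and median-of-ratios scaling gave 3092. With quantile normalization the parts of the Venn diagram also came close to the paper's. The numbers were 300 genes changed in young only against about 290 in Fig. 3B, read by eye, 335 in adult only against about 330, and 422 in both injury comparisons against about 410. All 3 comparisons shared 113 against about 110, young and sham comparisons 177 against about 160, and adult and sham comparisons 344 against about 340. Between shams only there were 1241 against about 1200. The pseudocounts of 0.1 and 5 FPKM, the TPM scale and the thresholds of 1.5-fold and 3-fold gave totals more than 1.5 times away from the paper's.

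The paper states that genes of immune processes did not change in adult cartilage (Fig. 3C). In these libraries 155 Reactome Immune System genes were at least 2-fold higher in adult injured than in adult sham cartilage. The macrophage genes had a median log2 ratio of 2.26 there. Most of the 155 genes were not specific to the adult, since 110 genes of the set were raised at both ages. Of the 341 genes raised in adult only, 28 belonged to the set, higher than in 97.8% of random sets. That share depended on the scaling. It was 14 of 191 (86.8%) after median-of-ratios scaling, 16 of 168 (97.6%) after quantile normalization and 55 of 567 on the TPM scale.

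The paper describes the IFN-γ response genes of Fig. 3E as more upregulated in young mice. The log2 ratio was larger in adult mice for Was (1.18 in young, 1.74 in adult), Irf8 (1.29 and 1.62), Sirpa (1.21 and 1.46), H2-Ab1 (1.72 and 1.85) and, by less than 0.01, Gbp2. The number of such exceptions depended on the scaling. The ratio was larger in young mice for 27 of the 32 genes here and for 22 on the TPM scale. It was larger there for 30 after median-of-ratios scaling and 29 after quantile normalization. The last genes of the heatmap are drawn without change in adult mice, where Rab20 had a log2 ratio of 0.90 and Vim −0.62 here.

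The paper places IFN-γ above type I IFN by enrichment score (Fig. 3C). Here the median difference between the young and adult log2 ratios was 0.18 for the type II list and 0.69 for the type I list. With the Reactome sets it was 0.05 for IFN-γ and 0.00 for IFN-α/β signaling. Among the 194 genes raised in young cartilage only, the IFN-γ set had a share of 2.58%, higher than in 99.7% of random sets, and the IFN-α/β set 1.03%, also higher than in 99.7%.

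The paper reports by qRT-PCR, on RNA of other animals, that IFN-γR1 is more abundant in adult cartilage and rises more in young mice. In the libraries Ifngr1 was at 24.2 FPKM in young and 23.9 FPKM in adult sham cartilage, with log2 ratios of 0.57 in young and 0.59 in adult mice. The comparison depended on the scaling. For Ifngr1 the ratios were 0.56 and 0.27 after median-of-ratios scaling, 0.54 and 0.39 after quantile normalization, and 0.47 and 0.70 on the TPM scale. Adult against young sham cartilage had −0.01 in the main analysis, 0.41, 0.24 and −0.04 in the same order. Median-of-ratios scaling and quantile normalization thus gave both directions of the paper, and the main analysis and the TPM scale did not. By qRT-PCR the paper also reports more iNOS (Nos2) and arginase-1 (Arg1) in young mice, and a fall of aggrecan in young mice only. Here the log2 ratios in young and adult mice were 0.41 and 2.49 for Nos2, 5.88 and 5.91 for Arg1, and 0.26 and 1.38 for Acan. The qRT-PCR values are relative to Gapdh, which had 0.40 and 0.30 here. In young mice Acan thus rose less than Gapdh. Nos2 was at 0.009 FPKM in young sham and 0.341 FPKM in young injured cartilage, where the added 1 understates the rise. In adult cartilage Nos2 went from 0.101 to 5.17 FPKM. Sox9, Mrc1, Tnf and Adgre1 went in the paper's direction in the main analysis. For Fcgr3 (CD16), which the paper reports as lower in young mice, the answer depended on the measure. It rose less in young mice (1.70 against 2.20), but its level after injury was higher there, at 57.7 against 38.4 FPKM.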

Other observations

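The tests of explanations in this part were chosen only after the result they concern was seen. The scalings they use were set before the data were examined, apart from the 1 that leaves out the 10 most abundant genes.

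The genes of the type I IFN list separated the injured libraries of the 2 ages more than those of the type II list did. The Reactome sets did not show this. Between the young and adult injured libraries the 12 IFN-α/β genes with a mean of at least 1 FPKM had a median log2 ratio of 0.05 and the 71 IFN-γ genes 0.10, and the IFN-α/β set holds only 3 of the 30 genes on the type I list. The following concerns the type I list alone. A candidate explanation is a larger number of macrophages in the young injured library. The tables argue against it, since the macrophage genes had a median log2 ratio of 0.19 between the young and adult injured libraries, and of 0.02 after quantile normalization, while the type I genes had 0.78. Lower levels in the young sham library cannot be the whole cause, because the injured libraries still differed by 0.70 after quantile normalization. Scaling does not remove the larger response either, which had a median difference of 0.87 after quantile normalization. A stronger type I IFN response in young cartilage at day 3 stays open as a hypothesis that the Reactome set does not share, as do differences between single pools, for which there is no replicate. Of the 30 genes on the list, 13 were at 1 FPKM or more in both sham libraries.

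The Fig. 3E genes gave another picture. Their median log2 ratio between young and adult injured cartilage was 0.19, and 0.02 with FPKM rescaled to the same sum. On the log2 scale, each gene's difference in response is the injured-library ratio plus the adult to young sham ratio. The medians of these parts were 0.19 and 0.15 in the main analysis and 0.02 and 0.16 on the TPM scale. They were 0.08 and 0.49 after median-of-ratios scaling, and 0.08 and 0.43 after quantile normalization. After each rescaling the sham part was thus the larger. Why the sham libraries differed cannot be told from 1 library each. The ratio of adult to young sham cartilage lay above 99.94% of matched random lists, but the genes were picked from these libraries and the sham values are part of the difference in response. The larger response in young mice is consistent with macrophage RNA already present in the adult sham library, where the macrophage genes had a median log2 ratio of 0.53 against young sham cartilage. Of these 20 genes, 15 were at 1 FPKM or more in both sham libraries and 2 were also measured by the study. In adult sham cartilage 15 were higher and 5 lower than in young sham cartilage. The most abundant, Lyz2, Ctss and Tyrobp, were at 183.2, 14.1 and 27.1 FPKM in adult sham cartilage. In young sham cartilage they were at 141.5, 9.43 and 25.5 FPKM, so Tyrobp hardly differed. The macrophage reading was found on the same data.

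The rise of macrophage genes in adult cartilage was examined in the same way. Scaling does not remove it, with a median of 2.00 after quantile normalization, and low values in the adult sham library alone do not explain it, because the adult injured library was also above the young sham library, with a median of 2.94. Macrophage infiltration after injury at both ages may therefore be a candidate explanation.

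More genes rose than fell after injury in adult cartilage, 82.5% of the changed genes. The abundant genes of the adult sham library, such as Cytl1, are unlikely to be the whole cause, since 77.1% still rose when the 10 most abundant genes of each library were left out of the sum. Transcript length is unlikely too, because the share was at least 81.0% in each of 3 length classes, which covered 1501 of the 1521 changed genes. The share fell to 60.3% after median-of-ratios scaling, so the scaling between libraries stays open. Whether the larger number of genes listed at 0 in adult sham cartilage comes from a lower depth stays open. The step of the lowest values was 32.5 in that library and at least 38.1 in the others, but it was sought within a fixed range. In adult sham cartilage it held only 54 genes, against 130 on the second step, so a larger step is not excluded.

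The largest differences between the ages partly concern genes with near-identical copies. Of 23 genes whose log2 ratios differed by 3 or more, 19 had a sequence, and 47.4% of these shared at least 50% of their words with another gene, which is consistent with reads of copies being assigned differently between libraries. When copies were summed, Rps27 and Rps27rt differed by −0.40, Eno1 and Eno1b by −0.35, Eif3j1 and Eif3j2 by −0.72, and the 4 beta globin genes by 0.88. The other sums still differed by more than 1. They were −5.16 for Saa1 and Saa2, 2.09 for Serpina1a to Serpina1e, −1.82 for Sap18 and Sap18b, −1.65 for Hist2h2aa1 and Hist2h2aa2, and 1.36 for Hba-a1 and Hba-a2. The names outside the naming rule were chosen after their values were seen.

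Chil1, Lcn2, Bpifb1 and Nos2 were higher in adult than in young injured cartilage. Chil1 reached 10398 FPKM in adult and 1576 FPKM in young injured cartilage, Lcn2 2117 and 639.2 FPKM, Bpifb1 527.6 and 245.9 FPKM, and Nos2 5.17 and 0.341 FPKM. The 5 alpha-1 antitrypsin genes Serpina1a to Serpina1e summed to 1758 FPKM in adult sham, 351.3 in adult injured, 0.488 in young sham and 0.270 FPKM in young injured cartilage. Lcn2 and the copies of Serpina1d were chosen after their values were seen.

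Genes the paper measured by qRT-PCR, and the receptor gene Ifngr2, which it did not, had the following RNA-seq values. They are given for injury in young and adult mice in that order. The log2 ratios were 0.26 and 1.38 for Acan, −0.71 and 0.01 for Sox9, and −0.24 and 0.24 for Col2a1. They were 0.34 and 1.25 for Ifngr2, 1.70 and 2.20 for Fcgr3, 0.41 and 2.49 for Nos2, and 3.74 and 2.07 for Adgre1. Gapdh, a reference gene, had 0.40 and 0.30.

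The remaining marker lists gave these median log2 ratios for injury in young and adult mice. Neutrophil genes had 0.87 and 0.43, B cell genes 0.27 and 0.46, T and NK cell genes 0.37 and 0.58, adipocyte genes −0.17 and −0.50, osteoblast genes 0.27 and 0.63, and hypertrophic chondrocyte genes 0.04 and 0.31. Fibroblast genes had 0.54 and proliferation genes 0.90 in young mice. Housekeeping genes had 0.05 and 0.16, and 5 sex-linked genes −0.19 and 0.32. At least 1 FPKM in both sham libraries was reached by 14 of 15 neutrophil, 5 of 10 B cell, 0 of 11 T and NK cell, 6 of 10 adipocyte, 11 of 12 osteoblast, 7 of 7 hypertrophic and 9 of 10 erythroid genes, and the osteoblast and hypertrophic lists share 1 gene, Ibsp. Col10a1 went from 458.7 to 2446 FPKM in adult and from 337.9 to 302.2 FPKM in young cartilage. Adult sham cartilage was below young sham cartilage in proliferation genes, with a median log2 ratio of −1.71, and in B cell genes, with −1.40.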
